# Inhibition of focal adhesion kinase impairs tumor formation and preserves hearing in a murine model of NF2-related schwannomatosis

**DOI:** 10.1126/sciadv.ady8382

**Published:** 2026-01-30

**Authors:** Dana K. Mitchell, Kylee Brewster, Li Jiang, Henry Mang, Waylan K. Bessler, Xiaohong Li, Qingbo Lu, Shaomin Qian, Eric York, Sarah K. Morrow, Shelley A. H. Dixon, Christopher Davis, Ka-Kui Chan, Abbi Smith, Alyssa C. Flint, Victor V. Le, Anna Geisinger, Francis Enane, Behnam Nabet, Steven D. Rhodes, Steven P. Angus, D. Wade Clapp

## Abstract

NF2 (neurofibromatosis type 2)–related schwannomatosis (NF2-SWN) is a cancer predisposition syndrome characterized by the development of bilateral vestibular (VS) and spinal schwannomas. While benign, these tumors can cause substantial morbidity, and effective pharmacological treatments remain limited. Here, we demonstrate that genetic ablation of focal adhesion kinase (*Fak/Ptk2*) impairs tumor formation and preserves hearing in a murine model of NF2. Mechanistically, we show that *Fak* deletion decreases macrophage infiltration, attenuates nucleotide-binding oligomerization domain–containing protein 2–, leucine rich repeats (LRR)- and pyrin domain–containing protein 3 inflammasome activation, and suppresses the hepatocyte growth factor–MET axis. Pharmacological inhibition of FAK with single agent VS-4718 did not significantly reduce macroscopic tumor volume; however, its use in combination with the mitogen-activated protein kinase kinase (MEK) inhibitor selumetinib resulted in both a significant reduction in tumor volume and the preservation of dorsal root ganglion architecture. Our findings establish a critical role for FAK in schwannoma development and provide rationale for evaluation of combination FAK plus MEK inhibition in future clinical trials for NF2-associated SWN.

## INTRODUCTION

NF2 (neurofibromatosis type 2)–related schwannomatosis (NF2-SWN; formerly called neurofibromatosis type 2) is an autosomal dominant cancer predisposition syndrome caused by germline haploinsufficiency of the *NF2* tumor suppressor gene (*1*). A hallmark of NF2-SWN is the development of bilateral vestibular (VS) and spinal schwannomas secondary to loss of heterozygosity of *NF2* in Schwann cells (SCs) and their precursors (*1*). Individuals without NF2-SWN can also develop sporadic vestibular schwannomas (sVS), and more than 90% of sVS exhibit biallelic disruption of *NF2* in the tumorigenic cells, suggesting a role for *NF2* loss in driving both genetic and sporadic disease (*2*). While benign, VS are associated with notable morbidity (*1*, *2*). Compromise of cranial and spinal nerve function due to compression or inflammation can cause substantial neurological deficiencies including hearing loss, vertigo, facial paralysis, chronic neuropathic pain, and even death (*1*, *2*). Surgical excision remains the standard of care, but due to nerve involvement and proximity to adjacent vital structures, this can be associated with major risks (*3*). At present, no long-term effective therapies have been identified, and the development of pharmacologic approaches that halt or reverse the growth of these tumors remains a critical unmet need.

Work by our group recently identified the multi–receptor tyrosine kinase (RTK) inhibitor brigatinib as an agent capable of reducing both schwannoma size and number in our murine model of NF2-SWN (*4*). While brigatinib is known to inhibit a number of kinases, using multiplexed kinase inhibitor beads and quantitative mass spectrometry (MIB/MS), we identified focal adhesion kinase (FAK; encoded by the *PTK2* gene) as a robustly inhibited kinase both in vitro and in vivo following brigatinib treatment (*4*). A phase 2 clinical trial based on this work was recently completed and demonstrated clinical benefit of brigatinib in heavily treated patients with NF2-SWN–associated tumors (*5*). Notably, brigatinib treatment was also associated with hearing improvement in 35% of eligible ears and a decrease in self-reported pain (*5*). Similarly, crizotinib, a US Food and Drug Administration (FDA)–approved inhibitor of anaplastic lymphoma kinase (ALK), has also been shown to inhibit FAK and has demonstrated preclinical efficacy against NF2-SWN–associated schwannomas (*6*, *7*). Accordingly, crizotinib is currently under evaluation for the treatment of NF2-SWN VS in an active clinical trial (NCT04283669). While brigatinib and crizotinib show promise for the treatment of NF2-SWN–associated schwannoma, both agents exhibit notable polypharmacology, which can exacerbate off-target effects and toxicity, potentially limiting their long-term use (*8*, *9*). Therefore, the identification of next-generation targeted therapeutics with increased specificity and improved tolerability is crucial for improving outcomes in this vulnerable patient population.

FAK has been shown to promote tumor formation and progression via both kinase-dependent and -independent functions in a range of solid tumors (*10*). In addition, emerging data suggest that FAK exerts it protumorigenic effects by regulating both tumor intrinsic and microenvironmental processes (*10*). While prior work suggests a role for FAK in NF2-SWN–associated tumors, studies have yet to evaluate whether targeted inhibition of FAK alone is necessary and sufficient to inhibit schwannoma initiation or progression in vivo (*6*, *7*, *11*). Furthermore, the mechanisms by which FAK contributes to schwannoma genesis remain elusive.

In the present study, we demonstrate that genetic ablation of *Fak (Ptk2)* impairs VS tumor formation and preserves hearing in a murine model of NF2-SWN. We show that *Fak* loss decreases macrophage infiltration, suppresses nucleotide-binding oligomerization domain–containing protein 2 (NOD2)–, leucine rich repeats (LRR)- and pyrin domain–containing protein 3 (NLRP3) inflammasome activation, and attenuates the hepatocyte growth factor (HGF)–MET signaling axis. While the use of a highly specific, clinical grade FAK inhibitor (VS-4718) did not decrease macroscopic tumor volume as a single agent, its use in combination with the mitogen-activated protein kinase (MAPK) kinase (MEK) inhibitor selumetinib resulted in a significant reduction in tumor volume and preservation of dorsal root ganglion (DRG) architecture in vivo. Collectively, our findings provide critical insight into the role of FAK in schwannoma genesis and support the evaluation of combinatorial strategies involving FAK inhibition in future clinical trials.

## RESULTS

### Genetic targeting of *Fak* impairs tumor formation and preserves hearing in a murine model of NF2-SWN

*Nf2^flox/flox^;Postn-Cre^+^(Nf2)* mice harbor loss of *Nf2* in SCs and their precursors. These mice develop spontaneous, cranial nerve V (CN V), CN VIII, and paraspinal schwannomas within the DRG that are histologically consistent with human disease (*12*, *13*). In addition, *Nf2* mice also recapitulate the progressive hearing loss exhibited by human patients with VS. Therefore, to interrogate whether genetic disruption of *Fak* (*Ptk2*, hereafter referred to as *Fak*) can prevent schwannoma genesis or VS-associated progressive hearing loss, we generated *Nf2^flox/flox^; Fak ^flox/flox^;Postn-Cre^+^* [*DKO* (double knockout)] mice, characterized by the conditional loss of both *Nf2* and *Fak* within schwannoma cells of origin. As *Nf2* mice develop tumors, DRG volume increases and serves as a surrogate for tumor volume. Macroscopic comparison of DRG from *Nf2* and *DKO* mice revealed that genetic ablation of *Fak* significantly decreased DRG volume in a gene dose–dependent manner (Fig. 1A). Evaluation of auditory brainstem reflex (ABR) thresholds at 4 and 10 months of age demonstrated that both hetero- and homozygous deletion of *Fak* protected against hearing loss to a degree consistent with that seen in wild-type (WT) mice (Fig. 1B). Compared to *DKO* mice, *Nf2* mice were nearly twice [relative risk (RR) = 1.957, 95% confidence interval (CI; 1.301 to 2.992), and *P* = 0.0016] as likely to be hearing impaired (ABR threshold > 55 dB) at 10 months of age (Fig. 1C).

**Fig. 1.**
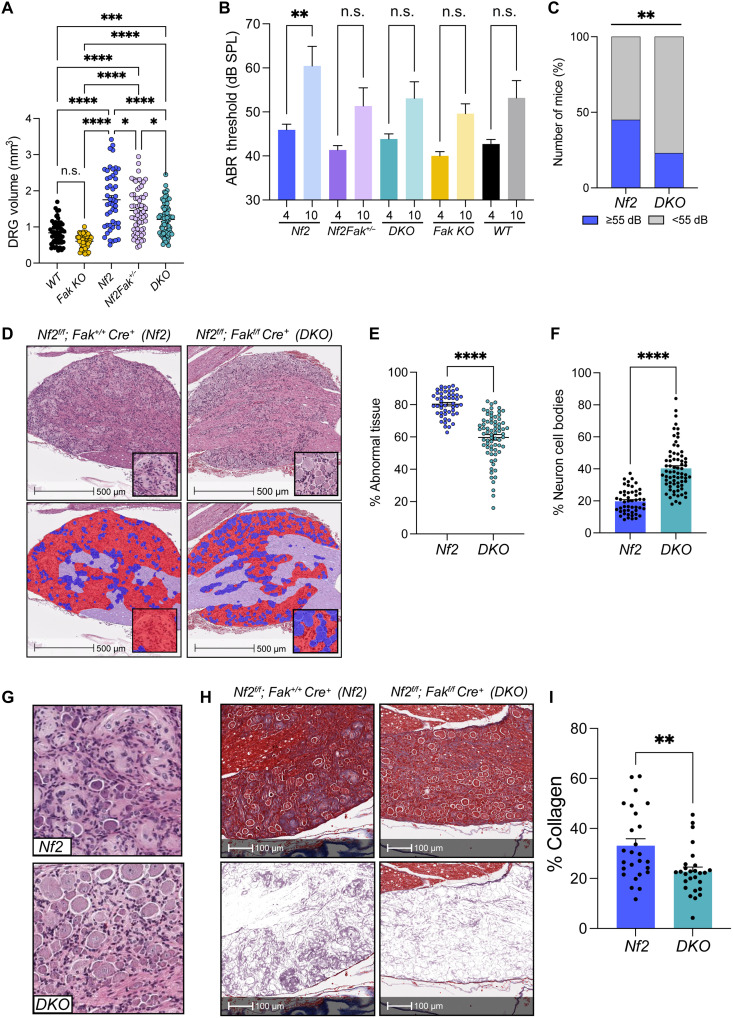
Genetic targeting of *Fak* impairs tumor formation and preserves hearing in a murine model of NF2-SWN. (**A**) Scatter plot depicting DRG volumes (in cubic millimeters) from 10-month-old mice of the indicated genotypes (*WT*, *n* = 14; *Fak KO*, *n* = 12; *Nf2*, *n* = 12; *Nf2Fak^+/−^*, *n* = 16; *DKO n* = 18). Dots represent individual DRG (*n* = 4 per mouse). Error bars reflect the SEM. *P* values represent one-way analysis of variance (ANOVA) with Tukey’s multiple-comparison test. (**B**) Bar plot depicting the average ABR threshold measured in decibels of mice with the indicated genotypes at 4 and 10 months of age (*WT*, *n* = 11; *Fak KO*, *n* = 13; *Nf2*, *n* = 11; *Nf2Fak^+/−^*, *n* = 11; *DKO n* = 13). *P* values represent one-way ANOVA with Šídák’s multiple-comparison test. Error bars reflect the SEM. (**C**) Bar plot depicting a ~2-fold RR of hearing impairment (average ABR threshold ≥ 55 dB) at 10 months of age among *Nf2* and *DKO* mice. RR = 1.957, 95% CI (1.301 to 2.992), and *P* = 0.0016. *P* value reflects two-sided, Fisher’s exact test. (**D**) Representative photomicrographs of hematoxylin and eosin (H&E)–stained DRG obtained from 10-month-old *Nf2* and *DKO* mice. Mask in the bottom panel and depicts abnormal tissue (red), neuron cell bodies (blue), and nerve (lavender). (**E** and **F**) Plots comparing the percentage of abnormal tissue (E) and neuron cell bodies (F) in *Nf2* and *DKO* DRGs. Dots represent individual DRG. Error bars reflect the SEM. *P* values represent unpaired, two-tailed *t* tests between groups. (**G**) Representative photomicrographs of H&E-stained tissue sections comparing the architecture of *Nf2* and *DKO* DRGs. (**H**) Representative photomicrographs of Masson’s trichrome–stained DRG obtained from *Nf2* and *DKO* mice. Mask in the bottom panel and depicts collagen staining in purple. (**I**) Plot comparing collagen within the 10-month-old *Nf2* and *DKO* DRGs, reflected as percentage of the total tissue area analyzed. Dots represent individual DRG. Error bars reflect the SEM. *P* values represent unpaired, two-tailed *t* test. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001.

The DRGs of WT mice are histologically characterized by tightly packed clusters of large, round neuronal cell bodies surrounded by satellite glial cells (fig. S1A, left). By 8 months of age, 100% of *Nf2* mice will have developed tumors consistent with frank schwannoma and characterized predominantly by Antoni A areas and onion-bulb formations (OBFs) (fig. S1A, right) (*12*, *13*). Accordingly, analysis of hematoxylin and eosin (H&E)–stained slides using the Indica Labs HALO DenseNet AI module (Fig. 1D) revealed a significant decrease in the percentage of abnormal tissue (Fig. 1E) and a significant increase in the percentage of neuron cell bodies (Fig. 1F) within the DRG of *DKO* mice. This suppression of tumor growth and maintenance of normal tissue architecture was sustained in *DKO* DRG until at least 16 months of age (fig. S1, B to E). The abnormal tissue within the *Nf2* DRG consisted predominantly of Antoni A areas and onion-bulb formations, whereas that within *DKO* DRG was primarily characterized by hypercellularity (Fig. 1G). OBFs, which describe concentric layers of SC processes and collagen deposition surrounding axons, occur secondary to repeated cycles of demyelination and remyelination. Therefore, the presence of OBFs reflects a chronic, unresolved injury-like phenotype (*14*, *15*). To quantify the extent of OBFs in *Nf2* and *DKO* DRG, we performed quantitative analysis of trichrome staining, which demonstrated a significant decrease in collagen deposition within both the 10- and 16-month-old *DKO* DRG, suggesting that OBFs were less prevalent in DRG obtained from *DKO* mice (Fig. 1, H and I, and fig. S1, F and G).

Loss of *NF2* has been shown to promote SC proliferation and dedifferentiation, whereas *FAK* deficiency in SCs has the opposite effect (*16*–*18*). While both *Nf2*- and *Fak*-null SCs have been shown to exhibit defective myelination, the latter is thought to occur secondary to insufficient SC numbers (*19*). *DKO* mice did not exhibit any overt developmental abnormalities or evidence of gross myelination defects. Quantification of nuclei within the peripheral nerves revealed that, while the peripheral nerves of *DKO* mice were characterized by significantly fewer nuclei than those from *Nf2* mice, this did not achieve levels below those of *WT* mice (fig. S2, A and B). Similarly, quantification of SRY-box transcription factor 10 (SOX10), a marker of SCs within the DRG, also revealed a significant decrease in the number of SOX10^+^ cells within *DKO* compared to *Nf2*, but not *WT* DRG (fig. S2, C and D) (*20*). Collectively, these findings suggest that in the setting of NF2 deficiency, the conditional ablation of *Fak* in SCs and their precursors is sufficient to impair schwannoma growth, maintain normal DRG architecture, and preserve hearing without compromising myelination or normal development.

### Genetic inhibition of *Fak* attenuates the inflammatory signaling in vivo

To better understand the mechanisms underlying the phenotypic differences observed above, we performed bulk RNA sequencing (RNA-seq) on DRGs obtained from *Nf2* and *DKO* mice. Hallmark gene set enrichment analysis (GSEA) revealed suppression of inflammatory pathways in DRG obtained from *DKO* mice (Fig. 2A). Specifically, *DKO* samples exhibited decreased interleukin-6 (IL-6)–Janus kinase (JAK)–signal transducer and activator of transcription 3 (STAT3) (Fig. 2B) and interferon-γ signaling (Fig. 2C). Cell type profiling using computational deconvolution methods and LM22 (*21*) as the reference dataset demonstrated decreased enrichment of gene signatures consistent with macrophage and monocyte infiltration in *DKO* compared to *Nf2* DRG (Fig. 2D). Confirmatory immunohistochemical staining showed a significant decrease in the staining of murine macrophage marker F4/80 in *DKO* DRG (Fig. 2, E and F). Accordingly, differential gene expression (DEG) analysis revealed down-regulation of genes known to be involved in the regulation of macrophage and monocyte immune responses including *Lgals2*, *Ccr5*, *Cxcl3*, and *Nlrp3* (Fig. 2, G to J) (*22*–*25*). Complementary single-cell RNA-seq (scRNA-seq) analysis of publicly available human NF2-associated VS revealed expression of *Cxcl3 and Nlrp3* to be largely restricted to macrophages, whereas *Ccr5* was expressed by both macrophages and T cells (Fig. 2K and fig. S3, A to D). Immunofluorescent (IF) imaging of *Nf2* DRGs confirmed colocalization between murine macrophage marker F4/80 and NLRP3 (Fig. 2L).

**Fig. 2.**
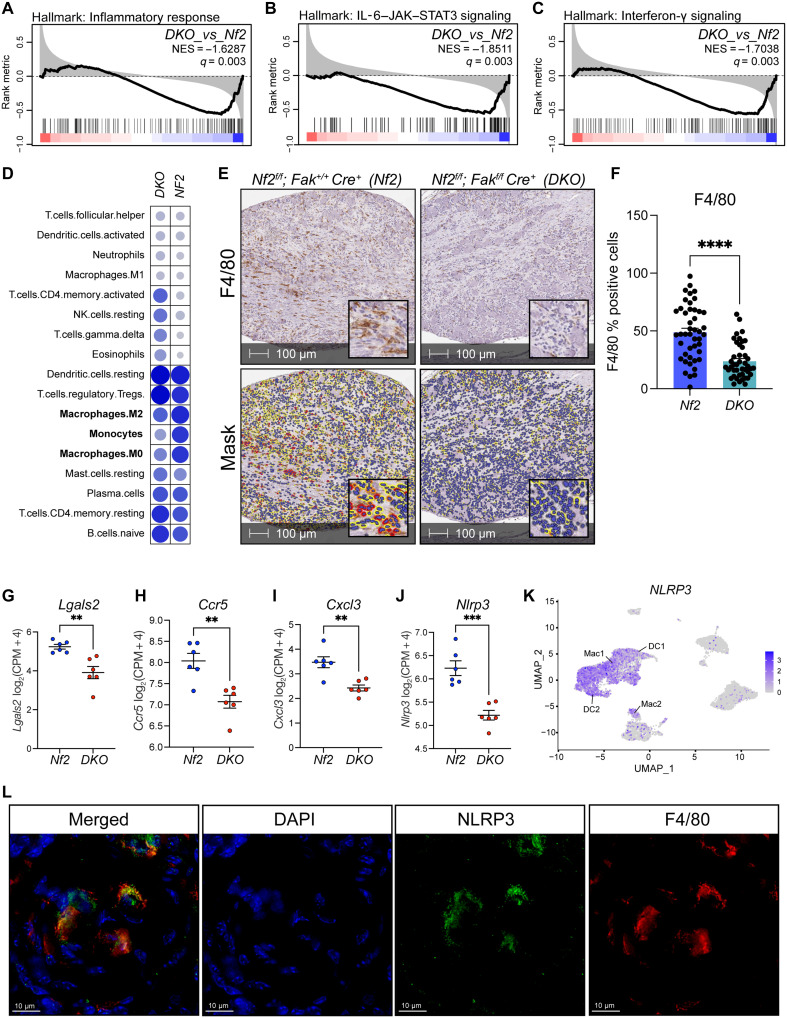
Genetic inhibition of *Fak* attenuates the inflammatory signaling in vivo. (**A** to **C**) Gene set enrichment plots depicting negative enrichment of the Hallmark inflammatory response (A), IL-6–JAK–STAT3 (B), and interferon-γ signaling (C) gene signatures by *DKO* DRGs. Black vertical bars indicate the rank of genes comprising the gene signature. Black curve corresponds to the running enrichment score for the gene set. Normalized enrichment score (NES) and *q* value for *DKO* compared to *Nf2* DRG are as shown. (**D**) Cell type mapping panel representing inferred cell types in *Nf2* and *DKO* DRG. (**E**) Representative photomicrographs of DRG immunohistochemically stained for F4/80. HALO cytonuclear mask is shown in the bottom panel. Blue cells indicate negative staining for F4/80, yellow cells indicate weak positive (1+), orange cells indicate moderate positive (2+), and red cells indicate strong positive (3+). (**F**) Bar plot depicting the percentage (%) of cells exhibiting positive staining of F4/80. Dots indicate individual DRG. Error bars reflect the SEM. *P* value represents unpaired, two-tailed *t* test. (**G** to **J**) Scatter plots comparing log_2_[counts per million (CPM) + 4] normalized counts of *Lgals2* (G), *Ccr5* (H), *Cxcl3* (I), and *Nlrp3* (J) in *Nf2* and *DKO* DRG. Dots represent individual mice. Error bars reflect the SEM. *P* values represent unpaired, two-tailed *t* test. (**K**) Uniform manifold approximation and projection (UMAP) visualization depicting the expression of *NLRP3* across distinct cell populations in human VS. Color overlays indicate *NLRP3* transcript levels per cell. Gradient of gray to indigo indicates relative abundance of transcripts per cell, with indigo indicating higher expression and gray signifying a lack of detection. (**L**) Representative images of IF staining of F4/80 (red) and NLRP3 (green) in a murine DRG. 4′,6-diamidino-2-phenylindole (DAPI) is blue. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001. Macrophages (Mac1 and Mac2) and dendritic cells (DC1 and DC2).

*Nlrp3* encodes the NLRP3, which serves as the sensor for the NLRP3 inflammasome and is responsible for the recognition of endogenous danger signals, microbes, and other noxious environmental stimuli (*26*, *27*). Data from the Sciatic Nerve Atlas (SNAT) demonstrate that during homeostatic conditions, the expression of *Nlrp3* is quite low in the murine peripheral nervous system (Fig. 3A) (*28*). Conversely, in the days immediately following sciatic nerve injury (postinjury days 1 and 3), the expression of *Nlrp3* is increased, further suggesting the persistence of a nerve injury–like state in *Nf2* DRG (Fig. 3, B to D, and fig. S4, A to C). Upon activation, the NLRP3 inflammasome forms in macrophages and consistent with their decreased infiltration in *DKO* DRG detailed above, gene signature enrichment analysis found *DKO* DRG to be characterized by decreased NLRP3 inflammasome activity (Fig. 3E). Activation of the NLRP3 inflammasome can occur via several mechanisms including the recognition of pathogen- or damage-associated molecular patterns by NOD2 or through IL-1β and tumor necrosis factor–α (TNFα)–mediated stimulation of nuclear factor κB (NF-κB) (*26*). Accordingly, *DKO* DRG exhibited negative enrichment of signatures consistent with NOD2 receptor (Fig. 3F), IL-1β (Fig. 3G), and TNF signaling (Fig. 3H). Analysis of scRNA-seq data from human NF2-SWN–associated VS identified macrophages as the predominant source of *TNF* (Fig. 3I) and *IL1B* (Fig. 3J). As expected, GSEA comparing NLRP3-positive (NLRP3^+^) to NLRP3-negative (NLRP3^–^) macrophages revealed a significant, positive enrichment of the Hallmark TNF-α signaling via NF-κB gene signature by NLRP3^+^ macrophages (Fig. 3K). Activation of NF-κB and other IL-1β and TNFα-mediated pathways promotes an increase in the expression of inflammatory cytokines including IL-6 (*29*). Consistent with our results indicating suppression of these pathways, immunohistochemical analysis revealed a significant decrease of IL-6 in *DKO* DRG, suggesting that *Fak* inhibition suppresses inflammatory signaling within the VS microenvironment (Fig. 3, L and M).

**Fig. 3.**
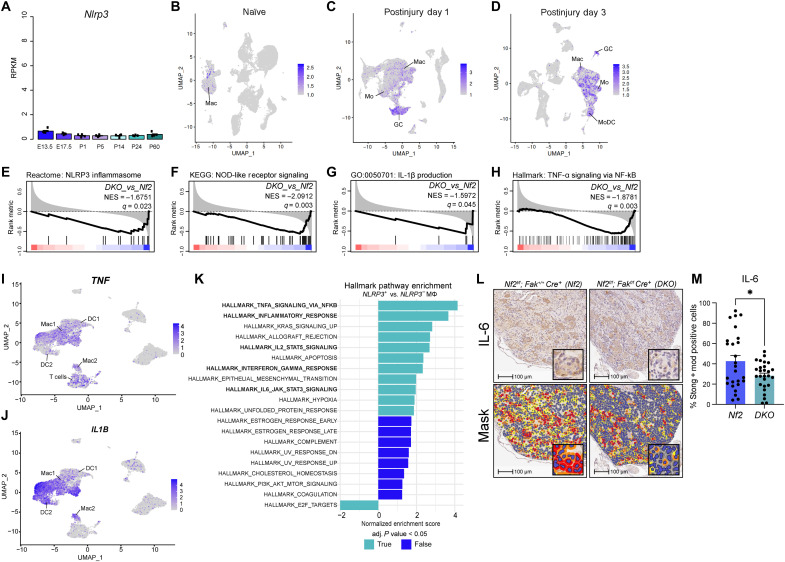
Genetic inhibition of *Fak* suppresses the NLRP3 inflammasome. (**A**) Bar plot of *Nlrp3* transcript expression [reads per kilobase of transcript per million mapped reads (RPKM)] at indicated days of embryonic [embryonic day 13.5 (E13.5) and E17.5] and postnatal [postnatal day 1 (P1), P5, P14, P24, and P60] development. (**B** to **D**) UMAPs depicting the expression of *Nlrp3* across distinct cell populations in the murine sciatic nerve 1 (C) and 3 (D) days postinjury. *Nlrp3* expression in the naïve murine sciatic nerve serves as a reference (B). (**E** to **H**) Gene set enrichment plots depicting negative enrichment of the indicated gene signatures by *DKO* DRG. Black vertical bars indicate the rank of genes comprising the gene signature. Black curve corresponds to the running enrichment score for the gene set. NES and *q* value reflect *DKO* compared to *Nf2* DRG. GO, Gene Ontology. (**I** and **J**) UMAPs depicting the expression of *TNF* (I) and *IL-1B* (J) across distinct cell populations in human VS. (**K**) Bar plot depicting Hallmark pathway enrichment analysis of the top 20 biological pathways enriched in *NLRP3^+^* compared to *NLRP3*^–^ macrophages in human VS. X-axis represents the NES, with positive values indicating up-regulation and negative values indicating down-regulation. Pathways are ranked by significance. Turquoise bars represent pathways that meet the significance threshold (adjusted *P* < 0.05). adj., adjusted. (**L**) Representative photomicrographs of DRG immunohistochemically stained for IL-6. The HALO cytonuclear mask is shown in the bottom panel. Blue cells indicate negative staining for IL-6, yellow cells indicate weak positive (1+), orange cells indicate moderate positive (2+), and red cells indicate strong positive (3+). (**M**) Bar plot depicting the percentage of cells exhibiting strong and moderate staining of IL-6. Dots indicate individual DRG. Error bars reflect the SEM. *P* value represents unpaired, two-tailed *t* test. Color overlays indicate transcript levels per cell. Gradient of gray to indigo indicates relative abundance of transcripts per cell, with indigo indicating higher expression and gray signifying a lack of detection. mod, moderate. *P ≤ 0.05.

### *Fak* inhibition suppresses HGF-MET signaling in vivo

Prior work by our group demonstrated that compared to normal nerve, the expression of MET and its active form, phospho-MET Tyr^1234/1235^ (Y1234/Y1235), is significantly increased in human VS (*30*). Consistent with this finding, functional kinome profiling of human SCs revealed MET and Ephrin type-B receptor 2 (EPHB2) to be the most up-regulated kinases in NF2-deficient SCs compared to the WT control (fig. S5). Notably, FAK is a downstream effector of the ephrin receptors including EPHB2, which is known to play a critical role in the migration and organization of SCs during nerve regeneration and repair (*31*, *32*). In line with this and our above findings, recent work by Barrett *et al.* identified a subset of SCs within VS (VS-SCs) that are characterized by an injury-like phenotype, exhibit elevated expression of *MET*, and are associated with an increased infiltration of myeloid lineage cells (*33*, *34*). Accordingly, the HGF-MET axis has been shown to become particularly active in SCs in response to nerve injury, during which it promotes SC dedifferentiation and proliferation (*35*). Analysis of data from the Injured SNAT (iSNAT) revealed that activation of the HGF-MET signaling axis occurs in the days following injury of the murine sciatic nerve and that *Met*-expressing SCs serve as the recipients of HGF supplied predominantly by infiltrating macrophages (fig. S6, A to F) (*36*). Analysis of scRNA-seq data from human NF2-SWN–related VS revealed similar results, identifying SCs as the major source of *MET* expression and macrophages as the primary supplier of the MET receptor ligand *HGF* (Fig. 4, A to D). GSEA comparing MET-positive (MET^+^) to MET-negative (MET^–^) SCs revealed significant, positive enrichment of the Hallmark inflammatory response (Fig. 4E) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) Focal Adhesion (Fig. 4F) gene signatures by MET+ SCs, suggesting a link between MET, FAK, and the inflammatory schwannoma tumor microenvironment (TME).

**Fig. 4.**
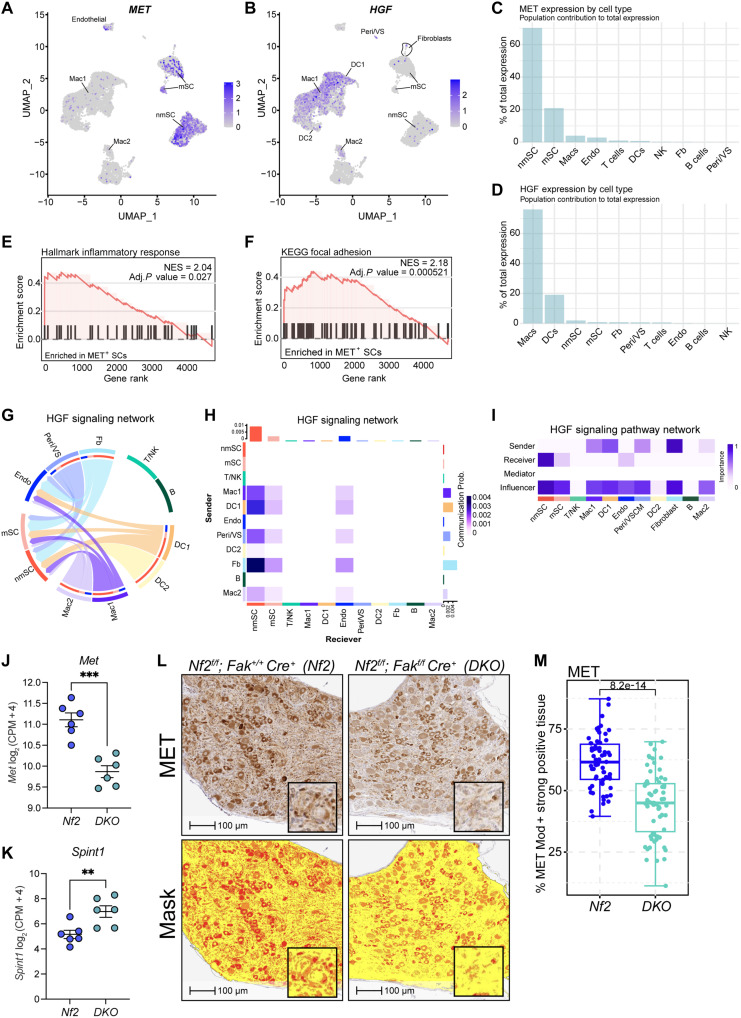
*Fak* inhibition suppresses HGF-MET signaling in vivo. (**A** and **B**) UMAPs depicting the expression of *MET* (A) and *HGF* (B) in human VS. Color overlays indicate *MET* or *HGF* transcript levels per cell. Gradient of gray to indigo indicates relative abundance of transcripts per cell, with indigo indicating higher expression and gray signifying a lack of detection. (**C** and **D**) Bar plot depicting the weighted contributions of *MET* (C) and *HGF* (D) expression across distinct cell populations in human VS. (**E** and **F**) GSEA plots depicting positive enrichment of the indicated pathways by *MET*^+^ SCs in human VS. NES and adjusted *P* values are shown. (**G**) Circle plot depicting the HGF signaling network. Connecting ribbons reflect predicted signaling interactions, with ribbon width proportional to interaction strength and arrows indicating directionality. (**H**) Heatmap depicting the communication probability scores between cell pairs within the HGF signaling network. Gradient indicates the strength of predicted cell-cell communication. Prob., probability. (**I**) Matrix depicting cellular functional classification in the HGF signaling network. Color intensity reflects the importance score for each role, with 1 signifying the highest importance and 0 the lowest. (**J** and **K**) Scatter plots comparing expression of *Met* (J) and *Spint1* (K) in *Nf2* and *DKO* DRG. Dots represent individual mice. Error bars reflect the SEM. *P* values represent unpaired, two-tailed *t* test. (**L**) Photomicrographs of DRG stained for MET. HALO mask is shown in the bottom panel. Yellow indicates weak positive (1+), orange indicates moderate positive (2+), and red indicates strong positive (3+) staining for MET. (**M**) Box and whisker plot depicting MET protein expression in DRG obtained from *Nf2* and *DKO* mice. Dots represent individual DRG. Error bars represent the 95% CI. *P* value represents unpaired, two-tailed *t* test. Nonmyelinating SC (nmSC), myelinating SC (mSC), fibroblasts (Fb), macrophages (Mac1 and Mac2), endothelial (Endo), natural killer/T (NK/T), dendritic (DC1, DC2), B (B), and perivascular/vascular smooth muscle (Peri/VS) cells. **P ≤ 0.01 and ***P ≤ 0.001.

In agreement with the murine data obtained from iSNAT, CellChat analysis of the human VS scRNA-seq data also identified SCs as the primary recipients of HGF supplied by cells, including macrophages, within the human VS TME (Fig. 4, G to I). Given that HGF stimulation can up-regulate the expression of MET, we hypothesized that the decreased macrophage infiltration noted in the *DKO* DRG would be accompanied by a decrease in the expression of *Met* (*37*). Consistent with our hypothesis, analysis of bulk RNA-seq from *Nf2* and *DKO* DRG revealed a significant decrease in *Met* expression in DRG obtained from *DKO* mice (Fig. 4J). The expression of *Spint1/Hai-1*, a member of the Kunitz-type serine protease inhibitors that prevents the cleavage of pro-HGF to its active form through the inhibition of HGF activator (HGFAC), was significantly up-regulated in *DKO* DRG (Fig. 4K) (*38*). Confirmatory immunohistochemical staining validated that MET was decreased at the protein level in *DKO* compared to *Nf2* DRG (Fig. 4, L and M). A modest, yet significant, decrease in *Met* expression was also observed in vitro following 24 hours of treatment with FAK-targeting PROTACs, but not small molecule kinase inhibitors (fig. S7A). 

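MS03 cells, which the paper describes as a murine *Nf2*-deficient SC line, were treated for 24 hours with dimethyl sulfoxide (DMSO), with 1 of 4 FAK kinase inhibitors or with 1 of 3 FAK-targeting PROTACs, and RNA from 3 replicates of each treatment was sequenced, giving 24 libraries. Defactinib, VS-4718, GSK2256098, ifebemtinib and PROTAC FAK Degrader 1 were used at 1 μM, whereas the PROTACs GSK215 and BSJ-04-146 were used at 0.1 μM. The authors deposited the number of reads counted on each of 49315 genes in each library, listed by Ensembl identifier and without normalization. The paper's text does not name the aligner, the counting tool or the genome build. Total counts per library ranged from 14472462 to 27449516. They ranged from 22952048 to 27449516 with DMSO (median 25126532), from 22539806 to 25999614 with defactinib (median 23358062), from 23095303 to 26550878 with VS-4718 (median 26427778) and from 22673259 to 25156133 with GSK2256098 (median 23016725). With ifebemtinib, totals ranged from 21654444 to 22899052 (median 22326634). The PROTAC libraries were shallower, with totals from 18401466 to 21588406 for PROTAC FAK Degrader 1 (median 18697332), from 14472462 to 19331704 for GSK215 (median 17750112) and from 16112245 to 17794597 for BSJ-04-146 (median 16358118). Counts were normalized by edgeR's TMM method, genes with low counts were removed by edgeR's filterByExpr function, and the remaining 16070 genes were tested in a single quasi-likelihood model of all 24 libraries with 8 groups. Each drug was compared with DMSO, and *P* values were adjusted over the 16070 genes by the Benjamini-Hochberg method, with a threshold of 0.05. Expression per library was also calculated as log2(CPM + 4), the scale named in the paper's methods, from TMM-scaled library sizes.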

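*Met* (ENSMUSG00000009376), which encodes the HGF receptor, lies on the plus strand of chromosome 6 of GRCm38 from 17463800 to 17573980 in GENCODE M21, and had 1733 to 6177 counts per library. In DMSO-treated cells, *Met* was expressed at 237 ± 4.36 CPM (SD, n = 3), or 7.91 ± 0.026 on the log2(CPM + 4) scale. PROTAC FAK Degrader 1 lowered *Met* to 92.1 ± 1.52 CPM (SD, n = 3), a log2 fold change of −1.36 (standard error 0.035, adjusted p = 1.4e-29 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BSJ-04-146 gave 154 ± 5.25 CPM (SD, n = 3) and a log2 fold change of −0.62 (standard error 0.034, edgeR adjusted p = 8.2e-19). For GSK215, expression was 187 ± 9.13 CPM (SD, n = 3) and the log2 fold change was −0.34 (standard error 0.033, edgeR adjusted p = 1.7e-11). Among the kinase inhibitors, VS-4718 gave 199 ± 5.00 CPM (SD, n = 3) and a log2 fold change of −0.25 (standard error 0.032, edgeR adjusted p = 4.2e-08). Cells treated with ifebemtinib expressed *Met* at 203 ± 3.80 CPM (SD, n = 3), a log2 fold change of −0.23 (standard error 0.033, edgeR adjusted p = 5.4e-06). After GSK2256098, the level was 221 ± 6.59 CPM (SD, n = 3) and the log2 fold change was −0.10 (standard error 0.032, edgeR adjusted p = 0.0285). Defactinib left *Met* at 228 ± 3.90 CPM (SD, n = 3), with a log2 fold change of −0.055 that was not past the threshold (standard error 0.032, edgeR adjusted p = 0.250). For each of the 7 drugs, all 3 treated libraries lay below all 3 DMSO libraries on the log2(CPM + 4) scale (two-sided exact permutation test, p = 0.10 for each drug, the smallest p that 3 libraries against 3 allow). The largest shift under another setting was that of GSK215 with library totals alone in place of TMM, where its log2 fold change was −0.22 (edgeR adjusted p = 5.5e-07, range over 9 alternatives 1.9e-22 to 5.5e-07). The call for GSK2256098 was lost with library totals alone (log2 fold change −0.091, edgeR adjusted p = 0.0635, range over 9 alternatives 0.00239 to 0.0635). It was also lost without DMSO replicate 1, DMSO replicate 3 or GSK2256098 replicate 1 (edgeR adjusted p = 0.0757, 0.0952 and 0.154). The paper states that *Met* decreased with the PROTACs and not with the kinase inhibitors (fig. S7A), and proposes that functions of FAK independent of its kinase activity account for lower *Met* expression.

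**Figure D1:**
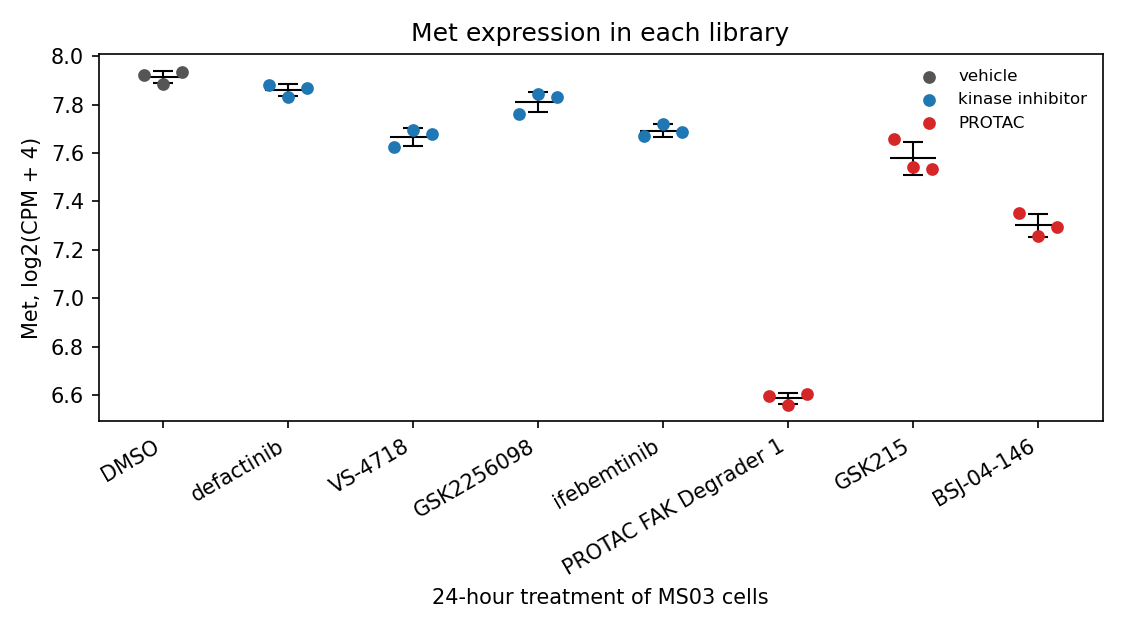
*Met* expression as log2(CPM + 4) on the vertical axis, which does not start at 0, for each of the 8 treatments of MS03 cells on the horizontal axis. Points are the 3 libraries of a treatment, and horizontal lines and bars are their mean and SD. The PROTAC FAK Degrader 1 libraries have a mean of 6.59 and the DMSO libraries a mean of 7.91.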

FAK-targeting PROTACs function by linking a FAK inhibitor to an E3 ligase, creating a heterobifunctional molecule that facilitates the ubiquitination and subsequent proteasomal degradation of the FAK protein, thereby achieving a pharmacological knockout effect similar to genetic deletion (*39*, *40*). 

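Each drug was given equal weight within its class to compare the 3 PROTACs with the 4 kinase inhibitors. The log2 fold change of *Met* against DMSO was −0.78 for the PROTACs (standard error 0.026, adjusted p = 2.6e-25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.16 for the kinase inhibitors (standard error 0.025, edgeR adjusted p = 1.1e-05). Tested directly, the difference between the classes was −0.62 (standard error 0.019, edgeR adjusted p = 2.6e-27). With drugs rather than libraries as the units, the mean log2(CPM + 4) of the PROTACs differed from that of the kinase inhibitors by −0.60, and all 3 PROTAC means lay below all 4 kinase inhibitor means (two-sided exact permutation test over 35 splits of the 7 drugs, p = 0.0286, the smallest p they allow). Without PROTAC FAK Degrader 1, a comparison chosen after the values were seen, the difference between the classes was −0.32 (standard error 0.021, edgeR adjusted p = 1.0e-16, range over 7 alternatives 2.7e-49 to 4.2e-12), with values from −0.34 to −0.23 over these alternatives. The standard error and p reflect the spread between libraries of a drug and not that between drugs. No test with drugs as the units was run for this comparison. In all 12 pairs of a PROTAC with a kinase inhibitor, *Met* was lower with the PROTAC, with log2 differences from −1.31 to −0.091 (edgeR p adjusted over the 12 pairs from 3.1e-30 to 0.00969). The smallest difference was that between GSK215 and VS-4718, where 2 of 3 GSK215 libraries lay below all VS-4718 libraries (two-sided exact permutation test, p = 0.20). With library totals alone in place of TMM, GSK215 differed by −0.0068 from VS-4718 (edgeR adjusted p over all genes = 0.890, range over 7 alternatives 0.0130 to 0.890) and by −0.0024 from ifebemtinib (edgeR adjusted p = 0.960, range over 7 alternatives 7.7e-05 to 0.960), and neither difference was past the threshold. Library totals also raised the median log2 fold change of all genes against DMSO, from 0.021 to 0.14 for GSK215. The rise was smaller for VS-4718 (0.0048 to 0.043) and ifebemtinib (0.0035 to 0.011). Relative to these medians the 2 differences changed little, so the lost calls follow from that shift and do not decide whether *Met* differs. The classes also differed in dose, as 2 of the 3 PROTACs were used at 0.1 μM and all kinase inhibitors at 1 μM.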

Consistent with the findings from our genetic model, these results similarly indicate that direct and kinase-independent functions of FAK may be responsible for the observed decrease in *Met* expression following FAK inhibition. Together, these data suggest that the conditional ablation of *Fak* suppresses the HGF-MET signaling axis in VS through multiple, independent mechanisms including down-regulation of *Met*, attenuation of HGFAC-mediated activation of pro-HGF via *Spint1* up-regulation, and impaired infiltration of HGF-producing macrophages.

### Combined pharmacologic inhibition of FAK and MEK decreases tumor volume and preserves normal tissue architecture in vivo

On the basis of the promising results of our genetic intercross, we next pursued the evaluation of pharmacologic FAK inhibitors. Treatment of human (Fig. 5A) and murine (Fig. 5B) NF2-deficient SCs with the FAK-specific kinase inhibitor defactinib and a FAK-targeting PROTAC modestly impaired cell viability at doses above 1 μM in both lines. Colony-forming assay using human (02.3 *NF2*^−/−^ KO3 and HEI193) and murine (MS03) NF2-deficient SC lines revealed significant growth suppression in response to 5 μM defactinib (Fig. 5C). Notably, kinome profiling using MIB/MS found defactinib to be highly specific for FAK/protein tyrosine kinase 2 (PTK2) (Fig. 5D). Given the impact of the genetic ablation of *Fak* on the schwannoma microenvironment, we hypothesized that pharmacologic inhibition of FAK would prove more efficacious in vivo. Therefore, we treated *Nf2^flox/flox^;Postn-Cre^+^* (*Nf2*) mice with the FAK inhibitor VS-4718, which is used as a surrogate for defactinib in murine preclinical models due to its superior pharmacokinetic profile in mice (*41*). Treatment of MS03 cells with VS-4718 for 24 hours confirmed similar FAK specificity for VS-4718 and defactinib (fig. S8A). In contrast to the genetic inhibition of *Fak*, treatment with VS-4718 did not significantly reduce DRG volume (Fig. 5E). However, analysis of H&E-stained slides using the Indica Labs HALO DenseNet AI module (Fig. 5F) revealed a significant decrease in the percentage of abnormal tissue (Fig. 5G) and a significant increase in the percentage of neuron cell bodies (Fig. 5H) within the DRG of VS-4718–treated mice, suggesting that pharmacologic FAK inhibition resulted in a normalization of DRG architecture. In contrast to the results from our genetic model, we did not observe a significant decrease in macrophage infiltration or suppression of IL-6 in DRG obtained from VS-4718–treated mice (fig. S9, A to F). We did observe a significant increase in the protein levels of MET in VS-4718–treated DRGs, likely reflecting a compensatory up-regulation of MET following targeted FAK inhibition as the tumorigenic effects of MET have been shown to be mediated by FAK (fig. S9, G and H) (*42*). 

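MET protein in DRG was not analysed here. In MS03 cells treated with VS-4718 for 24 hours, *Met* mRNA was 84.0% of its level in DMSO-treated cells. The 3 VS-4718 libraries had 194, 203 and 201 CPM, whereas the lowest DMSO library had 232 CPM. With each of the 6 libraries left out in turn, the log2 fold change stayed between −0.28 and −0.24 and past the threshold (highest adjusted p = 9.3e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Met* was lower with PROTAC FAK Degrader 1 than with VS-4718 by a log2 difference of −1.11 (standard error 0.035, edgeR p adjusted over 12 pairs = 3.2e-28) and lower with BSJ-04-146 than with VS-4718 by −0.37 (standard error 0.034, edgeR p adjusted over 12 pairs = 4.0e-13). All 3 libraries of each of these PROTACs lay below all 3 VS-4718 libraries (two-sided exact permutation test, p = 0.10 for each, the smallest possible p). The difference of GSK215 from VS-4718 was the smallest of the 3 and was not past the threshold with library totals alone or with trends in GC content and transcript length removed.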

While these results contrast with those from the genetic model, they are in line with our RNA-seq results, indicating differences in the modulation of *MET* expression by kinase-dependent and -independent roles of FAK.

**Fig. 5.**
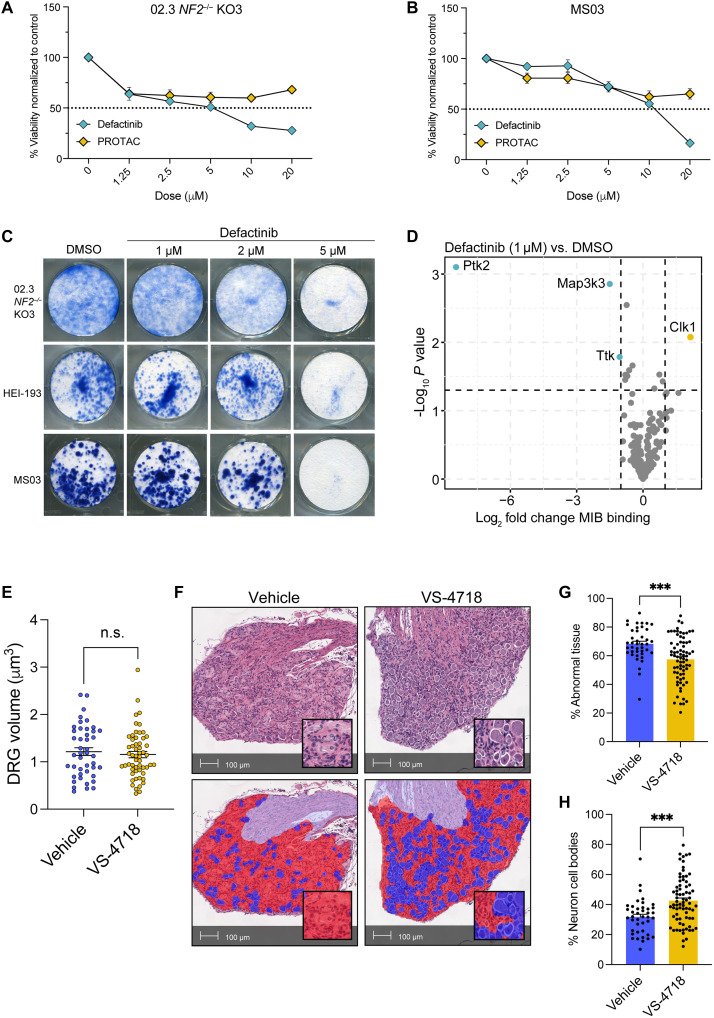
Pharmacologic inhibition of FAK in vitro. (**A** and **B**) Dose-response curves comparing the effects of defactinib and a FAK-targeting PROTAC on the viability in human (A) and murine (B) NF2-deficient SCs. Cells were treated with increasing concentrations (0 to 20 μM) of either defactinib or PROTAC for 48 hours, at which time viability was determined via CellTiter-Glo assay, and luminescent values were normalized to untreated control (100%). The dotted line indicates 50% viability. Data points represent mean values ± SEM of *n* = 12 (02.3 *NF2*^−/−^ KO3) or *n* = 4 (MSO3) replicates. (**C**) Colony formation assays stained with methylene blue and showing the effect of increasing concentrations of defactinib (1 to 5 μM) compared to dimethyl sulfoxide (DMSO) control on three NF2-deficient SC lines: 02.3 *NF2*^−/−^ K03, HEI-193, and MS03. (**D**) Volcano plot showing changes in MIB binding of kinases following 24-hour treatment with 1 μM defactinib compared to DMSO control in MS03 cells. *X* axis represents log_2_ fold change (FC) in binding, and the *y* axis shows the negative log_10_ of the *P* value. Dotted lines indicate significance thresholds for FC and *P* value. (**E**) Scatter plot depicting DRG volumes (in cubic millimeters) from mice treated with VS-4718 (*n* = 14) or vehicle control (*n* = 11). Dots represent individual DRG (*n* = 4 per mouse). *P* value represents unpaired, two-tailed *t* test. Error bars reflect the SEM. (**F**) Representative photomicrographs of H&E-stained DRG obtained from *Nf2* and *DKO* mice. HALO AI DenseNet mask is shown in the bottom panel and depicts abnormal tissue (red), neuron cell bodies (blue), and nerve (lavender). (**G** and **H**) Plots comparing the percentage of abnormal tissue (G) and neuron cell bodies (H) in *Nf2* and *DKO* DRG. Dots represent individual DRG. Error bars reflect the SEM. *P* values represent unpaired, two-tailed *t* test. ***P ≤ 0.001 and n.s., not significant.

Western blot analysis of sciatic nerves obtained from VS-4718–treated mice also revealed significant up-regulation of phospho–extracellular signal–regulated kinase (ERK) (pERK) compared to vehicle controls (Fig. 6, A to D), indicating that compensatory activation of the MAPK signaling pathway may account for the diminished efficacy of VS-4718 in vivo. This is consistent with previous studies suggesting that long-term FAK inhibition drives hyperactivation of Ras/MAPK signaling (*43*). Similarly, MAPK pathway blockade has been shown to drive the reciprocal activation of FAK (*44*). These findings, in combination with prior work demonstrating synergy of combined FAK and RAF/MEK inhibition in other cancers, suggest that the combination of VS-4718 plus the MEK inhibitor selumetinib may exhibit increased efficacy in the treatment of NF2-SWN (*41*, *43*, *45*). In line with this hypothesis, Western blot analysis using a murine NF2-deficient schwannoma cell line (MS03) demonstrated that combination treatment with VS-4718 plus selumetinib significantly increased the levels of cleaved caspase-3 compared to either agent alone (Fig. 6E). Levels of cleaved poly(adenosine 5′-diphosphate–ribose) polymerase (PARP) were increased in all treatment groups compared to the dimethyl sulfoxide (DMSO) control, with a more robust increased noted in the selumetinib single agent and combination groups (Fig. 6E). Accordingly, we observed the most pronounced decrease in the levels of proliferation markers Kiel-67 antigen (Ki-67) and proliferating cell nuclear antigen (PCNA) in the combination group (Fig. 6F), suggesting that the combination of VS-4718 plus selumetinib exhibits both cytotoxic and cytostatic effects. Treatment of MS03 cells with defactinib plus selumetinib (Fig. 6, G to I) or the RAF/MEK inhibitor VS-6766 confirmed the synergistic activity of combined FAK and MEK inhibition in NF2-deficient cells (fig. S10, A to C). Consistent with these results, colony formation assay also revealed that the combination of defactinib plus selumetinib (Fig. 6, J and K) or VS-6766 (fig. S10D) was significantly more efficacious in suppressing cell proliferation than DMSO or any of the agents used alone.

**Fig. 6.**
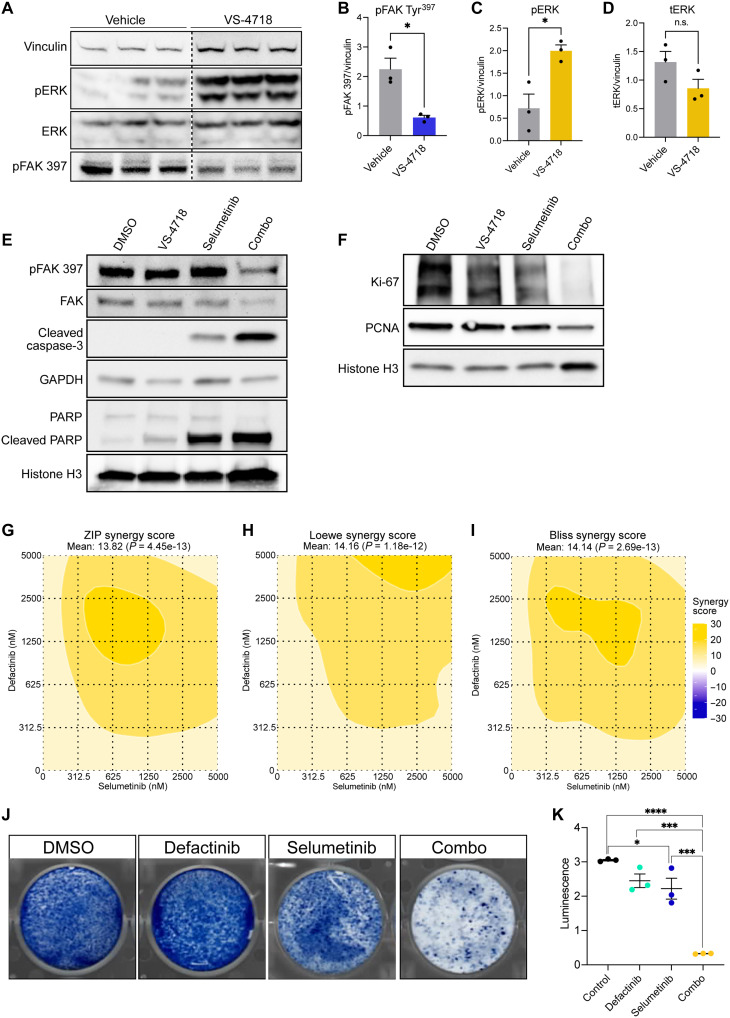
Combined pharmacologic inhibition of FAK and MEK is synergistic in vitro. (**A**) Western blot depicting pERK, total ERK, and phospho-FAK (pFAK) Tyr^397^ expression in nerves obtained from mice treated with VS-4718 (*n* = 3) or vehicle control (*n* = 3) for 2 weeks. Vinculin serves as a loading control. (**B** to **D**) Bar graphs quantifying pFAK Tyr^397^ (B), pERK (C), and total ERK (D) expression normalized to vinculin from the blots depicted in (A). Dots represent individual mice. Error bars reflect SEM. *P* value represents unpaired, two-tailed *t* test. tERK, total ERK. (**E** and **F**) Western blots depicting the expression of pFAK Tyr^397^, total FAK, cleaved caspase-3, and cleaved PARP (E), as well as the proliferation markers Ki-67 and PCNA (F) in a murine *Nf2*-deficient SC line (MS03) treated with 1 μM VS-4718 and selumetinib alone or in combination. DMSO serves as the control. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) and histone H3 are loading controls. (**G** to **I**) Heatmaps depicting Zero Interaction Potency (ZIP) (G), Loewe (H), and Bliss (I) synergy scores for combination defactinib plus selumetinib in murine NF2-deficient SCs (MS03). Viability (%) was evaluated at 48 hours by CellTiter-Glo and normalized to the untreated control. Data represent the mean of three replicates for each condition. Color scale indicates synergy scores from −30 (blue; antagonistic) to +30 (yellow; synergistic). Heatmaps and corresponding mean synergy scores were calculated with their respective statistical significance (ZIP: 13.82, *P* = 4.45 × 10^–13^; Loewe: 14.16, *P* = 1.18 × 10^–12^; Bliss: 14.14, *P* = 2.69 × 10^–13^) were computed using SynergyFinder+. (**J** and **K**) Colony formation assay stained with methylene blue (J) and dot plot (K) showing the effect of combination defactinib (1 μM) plus selumetinib (1 μM) compared to the single agents and DMSO control in a murine *Nf2*-deficient SC line (MS03). Dots represent independent samples. Error bars represent the SEM. *P* value represents unpaired, two-tailed *t* tests between groups. *P ≤ 0.05, ***P ≤ 0.001, ****P ≤ 0.0001, and n.s., not significant.

Given these results, we next evaluated the efficacy of VS-4718 plus selumetinib in vivo. Both single agent selumetinib and the combination of VS-4718 plus selumetinib significantly decreased DRG volume compared to VS-4718 and the vehicle control (Fig. 7A). Analysis of H&E-stained tissues using the Indica Labs HALO DenseNet AI module (Fig. 7, B and C) revealed a significant decrease in the percentage of abnormal tissue within the DRG of VS-4718- and combination-, but not selumetinib-, treated mice. Accordingly, analysis of trichrome staining demonstrated a significant decrease in collagen within DRGs from VS-4718- and combination-treated mice, but not those treated with selumetinib alone (Fig. 7, D and E). Collectively, these results suggest that combination VS-4718 plus selumetinib is more efficacious in reducing schwannoma tumor burden when compared to the use of either agent alone and support the evaluation of combination FAK and MEK inhibition for the treatment of NF2-SWN in future clinical trials.

**Fig. 7.**
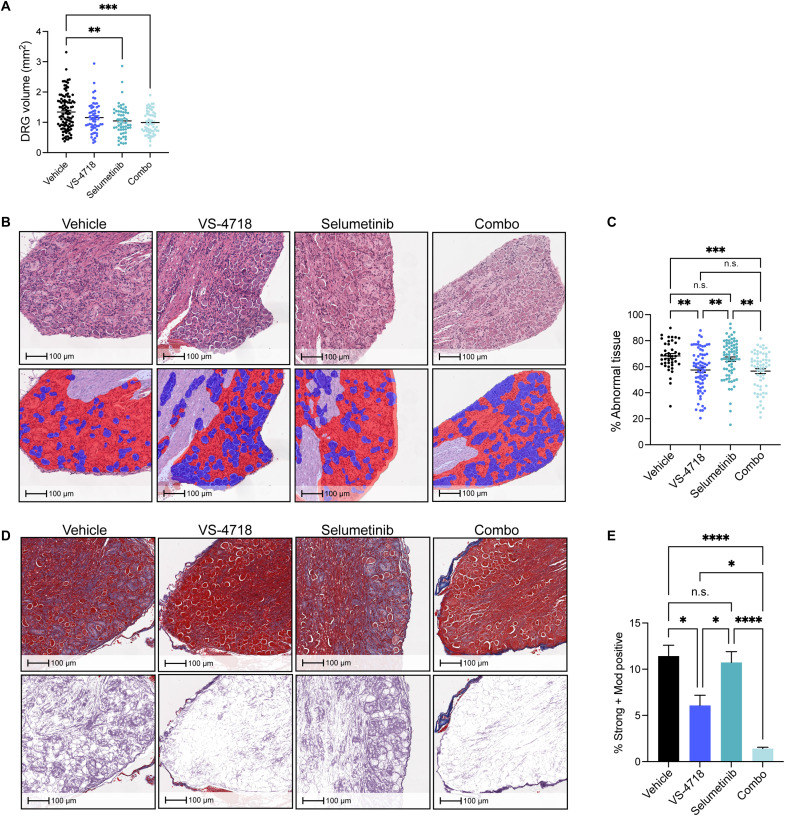
Combined pharmacologic inhibition of FAK and MEK decreases tumor volume and preserves normal tissue architecture in vivo. (**A**) Scatter plot depicting DRG volumes (in cubic millimeters) from mice treated with VS-4718 (*n* = 14) and selumetinib (*n* = 14), alone or in combination (*n* = 15) and compared to two cohorts (V1 and V2) of age- and sex-matched vehicle controls (V1: *n* = 11; V2: *n* = 15). Dots represent individual DRG (*n* = 4 per mouse). *P* values represent one-way ANOVA with Tukey’s multiple-comparison test. Error bars reflect SEM. DRG volumes (in cubic millimeters) for vehicles (V1: *n* = 11) and VS-4718 (*n* = 14) were initially presented in Fig. 5E and were included in this graph for the purpose of comparison. (**B**) Representative photomicrographs of H&E-stained DRG obtained from mice of the indicated treatment groups. Mask generated using Indica Lab’s HALO AI DenseNet module is shown in the bottom panel and depicts abnormal tissue (red), neuron cell bodies (blue), and nerve (lavender). (**C**) Scatter plot comparing the percentage of abnormal tissue in DRG of mice treated with VS-4718 (*n* = 12) and selumetinib (*n* = 14), alone or in combination (*n* = 12) and compared to age- and sex-matched vehicle controls (*n* = 7). Dots represent individual DRG. Error bars reflect the SEM. *P* values represent one-way ANOVA with Tukey’s multiple-comparison test.(**D**) Representative photomicrographs of Masson’s trichrome–stained DRG obtained from mice treated with VS-4718 (*n* = 6) and selumetinib (*n* = 14), alone or in combination (*n* = 11) compared to age- and sex-matched vehicle controls (*n* = 6). Mask generated using Indica Lab’s HALO tissue area module is shown in the bottom panel and depicts collagen staining in purple. (**E**) Plot comparing the amount of collagen within the DRG, reflected as percentage of the total tissue area analyzed. Dots represent individual DRGs. Error bars reflect the SEM. *P* values represent one-way ANOVA with Tukey’s multiple-comparison test. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001, and n.s., not significant.

## DISCUSSION

Recent work has suggested a role for FAK in schwannoma progression and development (*4*, *5*). In this study, we demonstrate that genetic ablation of *Fak* impairs schwannoma tumor formation and preserves hearing in a murine model of NF2-SWN. Through comprehensive molecular and cellular profiling, we provide previously unknown insight into the role of FAK in tumor cell intrinsic and microenvironmental processes. We demonstrate that the combined pharmacologic inhibition of FAK and MEK is synergistic and significantly reduces tumor burden in vivo. Our findings provide robust support for the evaluation of this combinatorial therapeutic strategy in future clinical trials for patients with NF2-associated schwannomas.

Prior studies have shown that Merlin, the protein product of *NF2*, negatively regulates FAK and that reexpression of exogenous Merlin attenuates FAK phosphorylation at tyrosine-397, a critical event for its full activation (*46*). Notably, work by Shapiro *et al.* (*47*) found that loss of *NF2* conferred increased sensitivity to FAK inhibition. Their work suggests that this synergy between *NF2* loss and FAK inhibition may be the result of weakened cell-cell adhesions occurring secondary to the loss of Merlin, which plays an important role in the establishment of stable adherens junctions (AJs) (*47*, *48*). The development of AJs has been shown to decrease the formation and reliance on focal adhesions (*49*, *50*). Consistent with this hypothesis, work by Flaiz *et al.* and Lallemand *et al.* (*51*, *52*) found that NF2-deficient SCs were characterized by impaired formation or stabilization of AJs. This loss of stable AJs following Merlin depletion drives an increased reliance on integrin-FAK signaling such that NF2-deficient tumors may become “addicted” to FAK for survival and thus more susceptible to FAK inhibition.

In addition to the disruptions in AJ development and stabilization, loss of *NF2* also promotes the proliferation and dedifferentiation of SCs to a nonmyelinating stage (*16*, *17*). These phenotypic changes are associated with myelination abnormalities and delayed regeneration of peripheral nerves following injury (*16*, *53*–*55*). Likewise, FAK is also known to play a role in SC differentiation, proliferation, and myelination (*19*, *56*). However, in contrast to *NF2* loss, *FAK*-deficient SCs undergo premature differentiation and exhibit reduced proliferation (*18*). This contrasting impact of *NF2* and *FAK* depletion in SCs may also explain the phenotypic differences observed in our *Nf2* and *DKO* mice. Unlike those obtained from *Nf2* mice, *DKO* DRGs were significantly smaller and exhibited significantly fewer onion-bulb formations, less collagen deposition, and fewer SCs, suggesting that in the setting of NF2 deficiency, genetic ablation of *Fak* promotes the normalization of SC proliferation and function.

Prior studies by our group and others suggest that schwannoma formation is driven by chronic inflammation and an unresolved SC-mediated repair response (*57*, *58*). Consistent with this hypothesis, evidence of defects in remyelination and a sustained inflammatory response has been observed within human schwannomas (*57*). More recent work further supports this hypothesis by suggesting that SCs with an injury-like phenotype drive the recruitment and infiltration of myeloid cells into the schwannoma TME (*33*, *34*). Macrophages play a major role in schwannoma pathogenesis, and their infiltration demonstrates a positive correlation with tumor growth and postoperative tumor progression (*59*–*62*). While the precise mechanisms by which macrophages contribute to the development and progression of SWN remain incompletely understood, compared to normal nerve, SWN are characterized by increased levels of inflammatory cytokines including TNFα and IL-1β (*63*, *64*). Through the analysis of publicly available scRNA-seq data of VS obtained from human patients, we found that VS-associated macrophages serve as the primary source of both TNFα and IL-1β. Upon binding to their receptors, TNFα and IL-1β can activate NF-κB, resulting in increased expression of NF-κB target genes including *NLRP3* and *IL6* (*29*). Notably, the increased expression of *IL-6* or *NLRP3* is associated with more severe hearing loss in human patients with VS (*65*–*69*). Here, we have shown that the genetic inhibition of *Fak* protects against the progressive hearing loss characteristic of the NF2 murine model and human patients suffering from VS. This improved hearing outcome was associated with decreased macrophage infiltration; suppression of TNFα, IL-1β, and NF-κB signaling; and a decrease in the expression of both IL-6 and *Nlrp3*. These findings are consistent with prior work demonstrating that FAK can directly regulate NF-κB activation and specifically does so during states of injury within the nervous system (*70*–*72*).

In addition to *IL6* and *NLRP3*, NF-κB also regulates the expression of *MET* and *HGF* (*30*). The HGF-MET axis plays an important role in the activation of SCs with a reparative phenotype during peripheral nerve injury, and the expression of both *MET* and *HGF* has been found to be significantly higher in VS compared to normal nerve (*30*, *35*, *73*–*76*). In addition, lower baseline levels of HGF are associated with an improved hearing outcome in response to bevacizuma,b and inhibition of MET using multi-RTK inhibitors suppresses the growth of human VS cells in vitro (*6*, *77*–*80*). Prior work suggests that a direct interaction between FAK and MET is thought to be required for specific HGF-mediated effects including cell motility and invasion (*77*). We observed suppression of the HGF-MET axis through multiple distinct mechanisms following *Fak* deletion in our *Nf2* mice. Compared to *Nf2* DRG, those obtained from *DKO* mice were characterized by a significant decrease in MET and a significant increase in the expression of *Spint1*, which encodes a protein known to prevent the activation and cleavage of pro-HGF. As FAK can directly regulate the activation of NF-κB, it is possible that this decrease in MET is a direct result of suppressed NF-κB–mediated transcriptional activity (*70*–*72*). Analysis of publicly available scRNA-seq data of VS obtained from human patients identified macrophages as the predominant source of HGF, suggesting that the decreased infiltration of macrophages observed in *DKO* DRG may be an additional mechanism by which *Fak* inhibition attenuates the HGF-MET signaling axis, thereby reducing tumor burden and preserving hearing.

While genetic ablation of *Fak* showed promising results, the pharmacological inhibition of FAK using VS-4718 as a single agent promoted the normalization of tissue architecture but was insufficient to reduce macroscopic tumor volume. The compensatory hyperactivation of the ERK signaling pathway observed in VS-4718–treated samples provided a potential explanation for this discrepancy and suggested that the combined use of FAK and MEK inhibitors may be required to achieve optimal therapeutic effect. These results are congruent with prior work demonstrating that FAK inhibition drives increased activation of the MAPK pathway (*43*, *71*). Subsequent in vivo experiments demonstrated that the dual targeting of FAK and MEK resulted in both a significant reduction in tumor volume and the preservation of DRG architecture. Our findings are consistent with recent studies demonstrating efficacy of dual FAK and MEK (with avutometinib/VS-6766) inhibition in metastatic melanoma models, including those resistant to standard of care B-Raf proto-oncogene, serine/threonine kinase inhibitor (BRAFi)/mitogen-activated protein kinase kinase inhibitor (MEKi) or immune checkpoint blockade (*44*, *81*). The clinical utility of this combinatorial strategy may offer several advantages over current therapeutic regimens for NF2-SWN. Brigatinib treatment led to volumetric reduction in 23% of tumors from patients with NF2-SWN, and while this is an important initial signature, most patients did not respond (*5*). In contrast, the targeted dual inhibition approach described here may provide enhanced therapeutic efficacy while maximizing tolerability. Our findings and those from others provide mechanistic insight into why single agent FAK or MEK inhibition alone may exhibit limited efficacy in NF2-SWN (*43*, *44*). The reciprocal activation between FAK and MAPK signaling suggests that monotherapy targeting of either pathway may be inherently limited by compensatory activation of the alternate pathway (*43*, *44*). By simultaneously targeting both pathways, this combinatorial approach addresses the underlying pathway cross-talk that may limit the efficacy of the respective monotherapies, potentially offering superior tumor control with improved tolerability compared to current treatment options. Accordingly, preclinical studies in multiple cancer types have driven active clinical trials targeting FAK and MEK in combination, particularly defactinib and avutometinib, which was recently granted FDA approval for use in ovarian cancer. Notably, in an early phase 1 clinical trial for patients with solid tumors, the use of combination defactinib plus avutometinib resulted in a 42% objective response rate (*82*). In our *Nf2* model, although the combination of VS-4718 and avutometinib was not well tolerated, inhibition of MEK using selumetinib showed promising results when combined with FAK inhibition, suggesting that the combination of selective FAK and MEK targeting drugs should be actively explored in the NF2-SWN setting.

Last, we observed differential effects between genetic and pharmacologic FAK inhibition, which highlight the complexity of FAK signaling in schwannoma development and progression. These differences may be attributed to several factors, including the timing of FAK inhibition (developmental versus post–tumor formation), the magnitude of inhibition achieved, and the potential role of kinase-independent functions of FAK. Several questions remain to be addressed in future studies. First, the precise mechanism by which FAK regulates macrophage recruitment and activation in the schwannoma microenvironment requires further investigation. Second, it is not entirely clear how FAK modulates the expression of MET. Several studies have shown a role for FAK in MET signaling, but none have demonstrated a direct regulatory role with respect to MET expression (*77*, *83*). Future studies further investigating the relative contributions the kinase-dependent and -independent functions of FAK will be important for gaining additional insights into its role in schwannoma genesis and treatment response. Nevertheless, the findings presented here provide ample support for the evaluation of combination FAK plus MEK inhibition in future clinical trials for patients with NF2-associated schwannomas.

## MATERIALS AND METHODS

### Study approval

All animal studies were conducted at the Indiana University School of Medicine in accordance with the Institutional Animal Care and Use Committee (IACUC) under protocol number 24020.

### Animal studies

#### Generation of mice and genotyping

*Nf2^flox/flox^;Postn-Cre^+^ (Nf2)* mice were generated in our laboratory as previously described (*12*). FAK^flox^ mice were purchased through the Jackson Laboratory (strain #: 031956, RRID:IMSR_JAX:031956) (*84*).Genotypes of each mouse were confirmed by polymerase chain reaction using genomic DNA obtained from ear snips and the primers described below.

1) *Nf2:* The *Nf2*^flox2^ alleles were detected as previously described by Giovannini *et al.* (*85*) and using primers P1 (5′-CTTCCCAGACAAGCAGGGTTC-3′) and P2 (5’-GAAGGCAGCTTCCTTAAGTC-3′), with bands detected at 442 base pairs (bp; *Nf2*^flox2^) and 305 bp (*Nf2*^+^).

2) Postn-Cre: The *Postn-Cre* transgene was detected using the following primers: P3 (5′-CATTTGGGCCAGCTAAACAT-3′) and P4 (5’-CCCGGCAAAACAGGTAGTTA-3′) with a band detected at 450 bp (Cre^+^) (*86*).

3) *Fak*: The *Fak*^flox^ alleles were detected using the primers P5 (5′-GAACTTGACAGGGCTGGTCT-3′) and P6 (5′-CTCCAGTCGTTATGGGAA ATCT-3′), yielding bands at 350 bp (mutant and flox/flox), 237 and 350 bp (heterozygote and flox/plus), and 237 bp (WT) (*84*).

#### Hearing assessment

Auditory brainstem responses (ABRs) were assessed at 4 and 10 months of age as we have previously described (*12*, *87*). Briefly, ABRs were measured in left and right ears of anesthetized mice [ketamine (100 mg/kg) and xylazine (10 mg/kg) by intraperitoneal injection] using subdermal needle electrodes. The Tucker-Davis Technologies (TDT) BioSigRZ system, with an RZ6 digital/analog converter (TDT), was used to produce and record responses to click stimuli [decibel sound pressure level (dB SPL)]. Click responses (512 repetitions, 30 to 90 dB SPL in 10-dB steps, and presented at 21/s with a closed-field system) were amplified, filtered (3 Hz to 3 kHz), averaged, and stored for offline analysis in MATLAB (MathWorks, Natick, MA, USA). ABR waveforms were high-pass filtered using a cutoff of 200 Hz to remove slow oscillations and emphasize characteristic ABR peaks. ABR threshold was defined as the lowest measured SPL at which a reproducible peak or trough was identified. Left and right ears were assessed independently and averaged to obtain an average ABR threshold (in decibels) for each mouse. Mice with an average ABR threshold value above 55 dB SPL at 4 months of age were considered hearing impaired at baseline and were excluded from further analysis (*WT*, *n* = 3; *Fak KO*, *n* = 0; *Nf2*, *n* = 1; *Nf2Fak^+/−^*, *n* = 1; *DKO*, *n* = 0) (*88*). Following the second ABR assessment at 10 months of age, mice were humanely euthanized, and tissues were harvested for downstream analyses. For mice in which no response was appreciated, a threshold of 90 dB SPL was recorded.

#### In vivo therapeutic studies

VS-4718 (PND-1186 and HY-13917) and selumetinib (AZD6244 and HY-50706) were purchased from MedChemExpress. Beginning at 4 months of age, *Nf2^flox/flox^;Postn-Cre^+^* (*Nf2*) mice were treated for 12 weeks with the maximum-tolerated doses of VS-4718 [25 mg/kg; oral gavage, bis in die; twice daily (BID)] and selumetinib (10 mg/kg; oral gavage, BID) alone or in combination. Two cohorts of age- and sex-matched *Nf2* mice administered the vehicle by oral gavage, twice daily, and served as controls. Animals were monitored daily for signs of distress such as hunched posture, labored breathing, scruffy coat, diarrhea, or lameness. All study mice began treatment at 4 months of age and were euthanized at the end of 12 weeks of treatment for histopathological assessment. Early end point criteria include a palpable mass of more than of 1500 mm^3^, greater than 20% reduction in body weight, any of the previously mentioned signs of distress that could not be remedied by the veterinary staff, or at the recommendation of the veterinarian. The total number of animals enrolled in each treatment group is as follows: vehicle: *n* = 26, VS-4718: *n* = 14, selumetinib: *n* = 14, and combination (VS-4718 plus selumetinib): *n* = 15. The number of animals that met the criteria for euthanasia and were humanely euthanized according to the IACUC protocol or that were found deceased before meeting criteria for euthanasia were as follows: vehicle: *n* = 2, VS-4718: *n* = 1, selumetinib: *n* = 2, and combination (VS-4718 plus selumetinib): *n* = 1. These mice were excluded from further analysis.

#### Tissue preparation and DRG volume quantification

Immediately following humane euthanasia, mice were fixed in 10% neutral buffered formalin. The bodies were decalcified in a 50:50 solution of 10% formic acid and 10% neutral-buffered formalin solution. DRGs were dissected microscopically, and the maximal dimensions (length and width) of four anatomically matched DRGs were determined using calipers. Volume was then approximated using the formula for the volume of a spheroid = 0.52 × (width)^2^ × length. For in vivo therapeutics studies, mice were euthanized after 12 weeks of treatment at approximately 7 months of age. For genetic intercross studies, two cohorts of mice were euthanized at 10 or 16 months of age.

### Histopathology

Tissues were microdissected from euthanized animals, fixed, and decalcified as described above. Specimens were then dehydrated with graded alcohols, cleared with xylenes, infiltrated with molten paraffin, and embedded in paraffin blocks. Four-micrometer-thick sections were cut on a Leica rotary microtome and stained with H&E or Masson’s trichrome. Tumors were assessed according to the established histological diagnostic criteria for schwannomas in human patients and murine genetically engineered murine models (GEMMs) as we have published previously (*12*, *30*, *87*). Abnormal tissue and nuclear quantifications were performed using H&E-stained slides and a custom or pretrained HALO AI DenseNet module, respectively (Indica Labs, version 4.0, RRID:SCR_018350). Quantification of trichrome staining was performed using the HALO Area Quantification module (Indica Labs, version 4.0). Area quantification analysis settings were optimized for the trichrome stain, and the intensity of staining in each annotated DRG was scored by the algorithm as negative (0; blue), weakly positive (1+; yellow), moderately positive (2+; orange), or strongly positive (3+; red). Data were exported to GraphPad Prism for statistical analysis as described below.

### Immunohistochemical staining

Five-micrometer-thick tissue sections were deparaffinized, hydrated, and transferred to 0.1 M EDTA (pH 9.0) for antigen retrieval in a pressure cooker. Samples were treated with 3% hydrogen peroxide for 10 min and then incubated with primary antibodies for 30 min at room temperature [F4/80: #70076, Cell Signaling Technology (1:100); IL-6: #bs0782R, Bioss (1:100); MET: #ab216574 or #ab51067, Abcam (1:100); SOX10: #ab180862, Abcam (1:100); NLRP3: #CAB12694, Assay Genie (1:1000 dilution); CD68, Cell Signaling Technology (1:100)]. Incubation with secondary antibody was performed for 30 min at room temperature [goat anti-rabbit, ab205718, Abcam (1:1000)], followed by 3,3′-Diaminobenzidine (DAB) (#8059, Cell Signaling Technology), which was applied for 10 min and terminated by rinsing in distilled water. Counterstaining was performed with Epredia Signature Series Hematoxylin 7211 (#22-050-111, Thermo Fisher Scientific), and the sections were dehydrated, cleared, and cover slipped. Slide images were acquired on an Aperio ScanScope CS at ×20 magnification. Quantitative immunohistochemical analyses for F4/80, IL-6, and SOX10 were conducted using the Cytonuclear IHC module of HALO Image Analysis software (Indica Labs, version 4.0). The intensity of nuclear staining was scored as negative (0; blue), weakly positive (1+; yellow), moderately positive (2+; orange), or strongly positive (3+; red). Quantitative immunohistochemical analyses for MET in the genetic model and IL-6 in the therapeutics model were conducted using the Area Quantification module of HALO Image Analysis software (Indica Labs, version 4.0). Quantitative immunohistochemical analyses for MET and CD68 in the therapeutic model were conducted using the multiplex IHC module of HALO Image Analysis software (Indica Labs, version 4.0). For all analyses, all intact DRGs on each slide were annotated to designate regions of interest, and analysis settings were optimized for each specific stain. On the basis of the degree of background staining, minimum optical density settings, and variations in staining intensity, either moderately plus strongly positive (2+ and 3+) or total positive (1+, 2+, and 3+) cells/tissues were used for statistical analysis as indicated in the figure legends. Data were exported to GraphPad Prism for statistical analysis as described below.

### IF staining

IF staining of F4/80 (#70076, Cell Signaling Technology; 1:100 dilution) and NLRP3 (#CAB12694, Assay Genie; 1:100 dilution) was performed using DRG from *Nf2* and *DKO* mice. Tissue sections were baked at 60°C for 1 hour, followed by deparaffinization in three changes of xylene and rehydration through a descending ethanol series. Slides underwent antigen retrieval using tris-EDTA (pH 9.0) in a pressure cooker at high pressure for 15 min. Sections remained in the antigen retrieval buffer and were allowed to cool for 1 hour before incubation in 3% hydrogen peroxide. Tissues were sequentially incubated with primary antibodies diluted in Tris-buffered saline with Tween-20 (TBST) for 1 hour at room temperature, followed by their respective fluorescent secondary antibodies ([F4/80: Goat anti-Rabbit IgG (H + L) Cross-Adsorbed Alexa Fluor 488, #A-11008, Invitrogen (1:2000); NLRP3: Goat anti-Rabbit IgG (H + L) Cross-Adsorbed Alexa Fluor 647, #A-21245, Invitrogen (1:2000)]. Slides were mounted with ProLong Diamond antifade mountant with 4′,6-diamidino-2-phenylindole (DAPI; #P36962, Invitrogen). Fluorescence signals were obtained using a DeltaVision Ultra microscope with a 60× lens (GE Healthcare, Chicago, IL, USA). Images were acquired with z-section of 0.2 μm each and deconvolved using SoftWoRx (GE Healthcare). Images were processed using Imaris (Bitplane, RRID:SCR_007370), with figures representing individual z-sections of deconvolved stacks.

### Western blot

Nerve tissue lysates were prepared as follows. Lysis buffer consisting of xTractor buffer (#635671, Takara Bio) plus cOmplete Mini Protease Inhibitor Cocktail (#11836153001, Roche) and PhosSTOP Phosphotase Inhibitor Cocktail (#4906837001, Roche) was added to each tissue sample, which were then subjected to sonication for 5 s at 70% AMPL three times and centrifugation for 20 min at 13,000 rpm. Protein concentrations were determined using the Pierce BCA Protein Assay Kit (#23227, Thermo Fisher Scientific). Isolated proteins were fractionated using NuPAGE 4–12% Bis-Tris Gels (#NP0322BOX, Invitrogen) and electrotransferred to polyvinylidene difluoride membranes. Immunoblots were carried out using antibodies specific to pERK (#9101, Cell Signaling Technology), total ERK (#9102, Cell Signaling Technology), phosphorylated FAK Y397 (pFAK 397, #700255, Invitrogen), or vinculin (#CP74, MilliporeSigma). Cell lysates were generated using MS03 cells treated with 1 μM VS-4718, selumetinib, or VS-4718 plus selumetinib in combination. At 24 hours, cell lysates were collected and prepared using lysis buffer consisting of 50 mM Hepes, 150 mM NaCl, 0.5% Triton X-100, 1 mM EDTA, and 1 mM EGTA (pH 7.5) supplemented with cOmplete Mini Protease Inhibitor Cocktail, 1% (v/v) Phosphatase Inhibitor Cocktails 2 and 3 (Sigma-Aldrich, #P5726 and #P0044), 10 mM NaF, and 2.5 mM NaVO_4_. Protein concentrations were determined using Pierce Coomassie (Bradford) Protein Assay Kit (PI23200, Thermo Fisher Scientific). Isolated proteins were fractionated using 4–20% Mini-PROTEAN TGX Precast Protein Gels (Bio-Rad, #4561094) and electrotransferred to nitrocellose membranes. Immunoblots were carried out using antibodies specific to pFAK 397 (#8556S, Cell Signaling Technology), total FAK (#3285S, Cell Signaling Technology), cleaved caspase 3 (#9664S, Cell Signaling Technology), and glyceraldehyde-3-phosphate dehydrogenase (GAPDH; #365062, Santa Cruz Biotechnology). Following incubation with primary antibody, blots were incubated with a horseradish peroxidase–conjugated secondary antibody (anti-rabbit: 7074 V or anti-mouse: 7076 V, Cell Signaling Technology). Signals were detected using enhanced chemiluminescence substrate (SuperSignal West Pico PLUS Chemiluminescent Substrate 34580 and/or SuperSignal West Femto Maximum Sensitivity Substrate 34095), and images were collected on a Bio-Rad ChemiDoc. Arbitrary densitometry units were calculated and quantified using the ImageJ software [National Institutes of Health (NIH), version 1.53], with signals normalized to the corresponding loading control and expressed relative to control conditions.

### Culture of cells

Human hTERT ipn02.3 2l SCs (“02.3”) were obtained from American Type Culture Collection (CRL-3392), and HEI-193 schwannoma (RRID:CVCL_7660) and murine (MS03 schwannoma) cell lines were generated as previously described (*89*, *90*). Cell lines were cultured in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum (Harvest MIDSCI), 1% glutamine (Gibco), 1% penicillin/streptomycin (Lonza), and prophylactic Plasmocin (5 μg/ml; Invivogen). The 02.3 cell line was transfected with equal amounts of a CRISPR-Cas9 KO plasmid pool targeting *NF2* and a homology-directed repair (HDR) plasmid pool purchased from Santa Cruz Biotechnology (sc-400504 and sc-400504-HDR, respectively). After selection with puromycin (2 ug/ml) and isolation of single-cell clones, multiple clones with complete KO of *NF2* were confirmed, and one used for further experiments (02.3 *NF2^−/−^* KO3). TrypLE Express Enzyme (Gibco) was used to dissociate cells for passaging upon reaching confluence. Cultures were tested for mycoplasma using the Lonza MycoAlert Mycoplasma Detection Kit and confirmed to be negative before experimentation.

#### Dose-response curves

For dose-response curves, cells were plated at a density of 5000 cells per well in 96-well plates and allowed to adhere overnight. Cells were then treated with increasing concentrations of defactinib (MedChemExpress, HY-12289) or FAK PROTAC Degrader 1 (MedChemExpress, HY-119932). Cell viability was assessed using the CellTiter-Glo Assay (Promega) 48 to 72 hours after treatment. End point luminescence was measured using a SynergyH4 plate reader with filters and settings as follows: 528/20 and hole filter sets, top read, 4-mm read height, gain: 135, and 0.5-s integration time.

#### Colony formation assays

For colony formation assays, 5000 cells were added to each well of a six-well plate and treated with the indicated drugs at the concentrations specified in the figure legends. DMSO served as the control. Cells were allowed to proliferate until controls were confluent (~5 to 7 days) and which time they were then stained with methylene blue diluted in 50% methanol and 50% H_2_O. For colorimetric measurement, each well was dissolved in 0.5 N of HCl, and the dissolved fluid was transferred to a 96-well plate to be read at 660 nm.

#### Synergy assays

MS03s were plated at a density of 2500 cells per well in 96-well plates and allowed to adhere overnight. Cells were then treated in a two-dimensional dose-response matrix of increasing concentrations of defactinib, selumetinib, or VS-6766 as indicated in the figure panels. At 48 hours posttreatment, cell viability was assessed using the CellTiter-Glo Assay (Promega). End point luminescence was measured using a SynergyH4 plate reader with filters and settings as follows: 528/20 and hole filter sets, top read, 4-mm read height, gain: 135, and 0.5-s integration time. Synergy graphs and Zero Interaction Potency score (ZIP), Loewe, and Bliss synergy scores were computed using the SynergyFinder package (version 3.2, RRID:SCR_019318) in R (*91*).

### Bulk RNA-seq of *Nf2* and *DKO* DRGs

Approximately eight DRGs per mouse were microdissected from each euthanized 10-month-old *Nf2* or *DKO* mouse and flash frozen using liquid nitrogen. Frozen DRGs from six mice per condition were sent to GENEWIZ from Azenta Life Sciences (South Plainfield, New Jersey, USA) for RNA extraction and bulk RNA-seq. Log_2_[counts per million (CPM) + 4] normalization of raw counts was performed using iDEP.96 (*92*). Plots for gene set enrichment (Figs. 2 and 3) and cell type mapping (reference dataset: LM22) were generated in Omics Playground software v2.7.18 run using a local Docker image as described by Akhmedov *et al.* (*93*). Plots for gene set enrichment in Fig. 4 were generated in R studio (RRID:SCR_000432). Statistical analysis was performed in R or using GraphPad Prism as detailed below.

### Drug-treated cell line bulk RNA-seq

Frozen cell pellets of murine *NF2*-deficient murine Schwannoma cells (MS03) (three replicates each) treated with defactinib (1 μM; MedChemExpress, HY-12289), VS-4718 (1 μM; MedChemExpress, HY-13917), GSK2256098 (1 μM; MedChemExpress, HY-100498), ifebemtinib (1 μM; IN-10018, MedChemExpress, HY-122844), PROTAC FAK Degrader 1 (1 μM; MedChemExpress, HY-119932), GSK215 (100 nM; MedChemExpress, HY-132296), or a FAK PROTAC kindly provided by B. Nabet (100 nM; BSJ-04-146) (*94*) were sent to GENEWIZ from Azenta Life Sciences (South Plainfield, New Jersey, USA) for RNA extraction and bulk RNA-seq. Log_2_(CPM + 4) normalization of raw counts was performed using iDEP.96 (*92*). Statistical analysis was performed in GraphPad Prism as detailed below.

### Human VS scRNA-seq

scRNA-seq data from three human schwannoma samples, generated by Baruah *et al.* (*95*), were downloaded from the Gene Expression Omnibus (GEO) under the accession number GSE250061. The filtered_bc_matrix.h5 files were read into R using the Read10X_h5 function in Seurat (version 4.0.2, RRID:SCR_016341). Seurat objects were created for each dataset with a minimum of three cells and 200 features per cell. Violin plots and scatter plots were generated to visualize the distribution of RNA features, counts, and mitochondrial content. Cells were filtered on the basis of the number of RNA features and mitochondrial content, retaining cells with more than 200 and fewer than 6000 RNA features and less than 20% mitochondrial content for AN014 and AN017 and fewer than 7000 RNA features for AN018. The datasets were then merged into a single Seurat object. The data were log normalized by a scaling factor of 10,000, and the top 2000 variable features were used for downstream principal components analysis, followed by Harmony integration to correct for batch effects. Thirty dimensions were used for identifying nearest neighbors, and clustering was performed at a resolution of 2. Uniform manifold approximation and projection (UMAP) was used for visualization. Marker genes for each cluster were identified using the FindAllMarkers function. Azimuth was used for cell type prediction, followed by supervised reannotation of cell types based on the expression of known marker genes (*96*).

GSEAs comparing MET+ and MET^–^ SCs were performed using the following packages: Seurat, msigdbr (version 7.4.1, RRID:SCR_022870), ggplot2 (version 3.3.5, RRID: SCR_014601), gridExtra (version 2.3), and enrichplot (version 1.14.0) (*97*, *98*). From the cell-type–annotated Seurat object generated above, data were preprocessed to combine SC subclusters into a single cluster (“Schwann”). SCs were then classified as either *MET*+ or *MET*^–^ based on *MET* gene expression greater than (*MET*^+^) or equal to (*MET*^–^) zero. DEG analysis was then performed to compare *MET*^+^ and *MET*^–^ populations using Seurat’s FindMarkers function. A min.pct = 0.1 and log fold change (FC) threshold = 0.25 were set to filter out genes with low expression levels and small FCs. GSEA was performed using the fgsea package (version 1.14.0, RRID:SCR_020938). The prepare_ranked_genelist function was used to create a ranked list of genes based on their average log_2_FC. The perform_gsea function was used to perform GSEA on the ranked list using the Hallmark gene sets or KEGG pathways from the Molecular Signatures Database with pathway size constraints of 15 to 500 genes. An enhanced GSEA visualization function (plot_pathway_enrichment_enhanced) was used to create mountain plots for the specific pathways. GSEA comparing NLRP3^+^ and NLRP3^–^ macrophages was executed similarly. Plot_gsea_results was used to generate the bar plot showing the top 20 pathways ranked by normalized enrichment score in Fig. 3K.

#### Population-based expression contribution analysis

For the population-based expression contribution analyses in Fig. 4 (C and D), cell type annotations were consolidated into broader categories by combining related subtypes to increase ease of interpretability: Nonmyelinating SCs (nmSC1 to nmSC5) were grouped as “nmSC,” myelinating SCs (mSC1 to mSC3) as “mSC,” dendritic cells (DC1 and DC2) as “DCs,” T cell subtypes (CD4 T, CD8 T, CD8 T Prolif, and other T) as “T cells,” and macrophage subtypes (Macrophage1 and Macrophage2) as “Macrophages.” Endothelial cells (Endo), B cells (B cells), vascular smooth muscle cells/pericytes (Peri/VS), fibroblasts (Fb), and natural killer (NK) cells remained as distinct categories. For each gene of interest (*MET* or *HGF*), the total expression within each cell type was calculated and normalized to the percentage of total expression across all cells using dplyr (RRID:SCR_022628). These population-level expression metrics were calculated to reflect the percentage contribution to the overall expression across all cell types and account for differences in cell type abundance. Visualizations were generated using ggplot2 and included bar plots showing the percentage of total gene expression contributed by each cell type.

#### CellChat analysis

CellChat (version 2.1.2, RRID:SCR_021946) was used to assess cell-cell communication within human VS (*99*). The normalized, log-transformed gene expression data matrix and assigned labels were extracted from the Seurat object generated above and used as input to construct a CellChat object. The human ligand-receptor CellChat database was subset to focus on secreted signaling pathways, and the data were preprocessed to identify overexpressed ligand-receptor interactions. The probability of communication between cell groups was computed using a truncated mean method (trim = 0.05) to build an intracellular communication network, which was extracted as a data frame for further analysis. Pathway-level communication probabilities were also computed and aggregated for downstream visualization of the HGF signaling pathway. A chord diagram was used to visualize communication dynamics between grouped cell types. A heatmap representation was used to depict the communication probability between various cell types. Last, centrality analysis was conducted to identify and visualize dominant signal senders, receivers, influencers, and mediators within the HGF pathway.

### Kinome profiling

MIB/MS was conducted to identify and quantitate the activity of the expressed kinome and their responses to drug treatment as previously described (*84*, *96*–*97*). Lysates prepared from NF2-deficient murine Schwannoma cell line (MS03) treated with 1 μM defactinib or VS-4718 for 24 hours were prepared and loaded onto the column containing multiple inhibitor-conjugated beads (*96*, *97*). In a separate experiment, the parental immortalized human SC line (02.3) and *NF2* knockout clones (described above) were harvested, lysed, and used for inhibitor bead enrichment. Kinase-bound inhibitor beads were stringently washed, followed by protein purification and trypsin digestion. Liquid chromatography, mass spectrometry, and analysis were performed essentially as previously described (*96*, *97*). Peptide suspension was separated using an EASY nLC-1200 System with an Easy-Spray C-18 column (Thermo Fisher Scientific). Raw files were processed for label-free quantification (LFQ) using MaxQuant LFQ and default parameters with the following modifications—razor plus unique peptides were used, matching between runs (3-min match time window), fixed modifications [carbidomethy (C)] and variable modifications [oxidation (M) and acetyl (protein N-terminal)], and searching the mouse (MS03) or human (02.3) UniProt databases (*98*). Kinase LFQ intensities were used if two or more unique + razor peptides were detected, and missing values were imputed in Perseus if observed in all replicates of at least one condition after log_2_ transformation for comparison. Data for each treated sample were plotted as a mean of FC (log_2_) relative to DMSO- or vehicle-treated control. When at least three replicates were available, unpaired Student’s *t* tests were performed in R. A *P* value of less than or equal to 0.05 was used as a cutoff for significance.

### Sciatic Nerve Atlas

#### Bulk RNA-seq of Nlrp3 expression across SC development

Bar plot of *Nlrp3* expression at respective stages of embryonic and postnatal development was obtained using bulk transcriptome analysis of fluorescence-activated cell sorting–isolated, P0Cre eYFP reporter–labeled SCs from the SNAT web portal (www.snat.ethz.ch) developed by Gerber *et al.* (*28*).

#### scRNA-seq data from the iSNAT

UMAPs depicting the expression of *Nlrp3*, *Hgf*, and *Met* at baseline and 1 or 3 days postinjury were obtained from the iSNAT web portal (https://cdb-rshiny.med.umich.edu/Giger_iSNAT/) developed by Zhao *et al.* (*36*). HGF signaling network data from 1, 3, and 7 days postinjury were also obtained from the iSNAT web portal using the CellChat module (*36*, *99*).

### Statistical analysis

Statistical analyses were performed in R studio (RRID:SCR_000432) or using GraphPad Prism 9.5.1 software (GraphPad, La Jolla, CA, RRID:SCR_002798). Specific analyses used to identify statistically significant differences between groups are detailed in the corresponding figure legends. *P* ≤ 0.05 were considered statistically significant for all analyses. For in vivo murine studies, a 5% type I error rate was assumed, and a power analysis was conducted to determine the appropriate sample size. Approximately *n* = 15 animals per group was determined necessary for the detection of a 40% difference in tumor size with greater than 85% power. Specific details related to individual analyses are described in the respective figure legends.

How the deposited data were processed for this re-analysis (not part of the article)

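RNA was sequenced from MS03 cells, described in the paper as a murine *Nf2*-deficient Schwann cell line, after 24 hours with DMSO, the kinase inhibitors defactinib, VS-4718, GSK2256098 and ifebemtinib (1 μM each), or the PROTACs PROTAC FAK Degrader 1 (1 μM), GSK215 (0.1 μM) and BSJ-04-146 (0.1 μM). There were 3 replicates per treatment and 24 libraries in 8 groups. Libraries were assigned to treatments by the sample numbers in the column names, which match the library numbers in the sample labels. The other experiments of the study were not analysed here.

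The authors deposited a table of raw counts, whole numbers of reads per Ensembl gene in each library, with 49315 genes and no normalization. The paper's methods and the sample labels name a commercial sequencing service with poly(A) selection and no aligner, counting tool, strand setting, genome build or annotation. The log2(CPM + 4) step in the paper's methods was made after these counts and was recomputed here. Of the 49315 identifiers, 49056 were in GENCODE M21 (GRCm38), from which coordinates, GC content and transcript length were taken, and 49141 had a symbol. Since the build of the counts is not stated, coordinates are those of GENCODE M21. Whether reads of overlapping or near-identical genes were split is not known, so *Prl2c2*, a member of a paralog family, is uncertain.

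Total counts per library ranged from 14472462 to 27449516, with a median of 22606532.5. The median was 17794597 over the 9 PROTAC libraries and 23056014 over the 12 kinase inhibitor libraries. No gene of the lists tested was at the floor, set as at most 3 counts in every library of a drug or of DMSO. Of 24 genes named beforehand and reported, 13 were tested and 11 had at most 8 counts in any library and were not, so that nothing is said about their change. A further item named beforehand is not reported here. *Nf2* had 2360 to 5066 counts per library. Counts per gene cannot show whether some of its exons are deleted, so the deficiency of the line was not checked. Replicates differed by more than counting noise, with a chi-square per degree of freedom of 2.29 to 18.0 over the 24 pairs of replicates, and no library was counted as a copy of another.

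Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, glmQLFit and glmQLFTest, 1 coefficient per group, 16 residual degrees of freedom). Each drug was compared with DMSO, and the 3 PROTACs were compared with the 4 kinase inhibitors with equal weight per drug. *P* values were two-sided and adjusted by the Benjamini-Hochberg method over 16070 genes, with a threshold of 0.05. Standard errors are the size of the log2 fold change divided by the square root of its F statistic. Gene lists were tested with fry of limma 3.58.1 on the same model, adjusted over 35 combinations of 5 lists and 7 drugs. The lists were ERK output, YAP and TEAD, NF-kB, HIF and cell cycle, 87 genes in all, with no gene in more than 1 list and 6 genes that the paper also names. A list's direction is that of the fry test, which can differ from the sign of its median log2 fold change. Fry tests whether the genes of a list changed, whereas camera compares them with the other genes. The similarity of drug responses was the Pearson correlation of log2 fold changes across the genes tested, for 21 pairs of drugs, beside 20 simulations in which all 8 groups were drawn from the DMSO means. With separate DMSO libraries, group means of log2 CPM with a prior count of 2 were used in place of fold changes from the model.

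Genes named in the text were the genes of the paper and, for each drug, the 2 largest increases and 2 largest decreases among genes past the threshold with a mean of at least 5 CPM over the 24 libraries and all 3 treated libraries beyond all 3 DMSO libraries. For PROTACs against kinase inhibitors they were the 3 largest in each direction with all 3 PROTAC means beyond all 4 kinase inhibitor means, with the same minimum. Genes named only by an identifier were left out. The small RNA genes were chosen after their values were seen.

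The tests, gene lists, rule for named genes and most alternatives were chosen before the data were examined. These alternatives were DESeq2 1.42.0 with its size factors, library totals alone in place of TMM, limma-trend on log2(CPM + 4), no filter, the replicate number as a block, leaving out each replicate in turn, fitting only the 6 libraries of a comparison, adjustment over the 7 *Met* comparisons alone, a minimum change of 2-fold, camera with a correlation of 0.01 in place of fry, and similarity over the genes past the threshold for at least 1 drug. Alternatives added after seeing the data were libraries thinned to the smallest total, removal of each library's trend with GC content and transcript length (16019 of 16070 genes had both values), the PROTACs without PROTAC FAK Degrader 1, separate DMSO libraries for the 2 drugs of a pair, and GSK215 against VS-4718 and against ifebemtinib. The simulation for the correlations was also chosen after seeing the data, as a first version that kept the observed DMSO libraries did not carry their shared noise and was replaced. The models were tested on simulated data. Of 200 genes changed by known amounts among 15687 tested, 177 (88.5%) were recovered by edgeR with 12 false calls. The smallest simulated change was larger than any change of *Met* with a kinase inhibitor. As few genes were changed, equally up and down and in 1 group, TMM was not tested where many genes change.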

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

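The tests of library depth, of GC content and gene length, and of other splits of the libraries were set after the first main values and before their own results were seen. The setting with library totals alone was chosen beforehand, but its use as a test of scaling between libraries was chosen only afterwards. The comparison of library totals between the drug classes was also chosen only afterwards. No batch is given by the labels or the paper.

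The paper's text reports *Met* alone from these libraries, whereas many other genes differed from DMSO with each drug. At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 3594 genes differed with defactinib (1828 higher, 1766 lower), 6303 with VS-4718 (3273 higher, 3030 lower), 2001 with GSK2256098 (1022 higher, 979 lower) and 2136 with ifebemtinib (1035 higher, 1101 lower). With the PROTACs, 10741 genes differed for PROTAC FAK Degrader 1 (5484 higher, 5257 lower), 8786 for GSK215 (4407 higher, 4379 lower) and 8771 for BSJ-04-146 (4451 higher, 4320 lower). Between PROTACs and kinase inhibitors, 10697 genes differed (5456 higher, 5241 lower). For each drug, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and the other splits gave 0 genes past the threshold and 536 to 1615 genes at an unadjusted p under 0.05. With 10 splits the share cannot fall under 0.1, so these splits alone do not exclude chance. For the drug classes, 1 of 35 splits of the 7 drugs gave as many genes. The next largest split gave 9932 genes, so that a large count alone is not specific to the drug classes. Each PROTAC had more genes past the threshold than each kinase inhibitor. Every PROTAC library had a lower total than every kinase inhibitor library (at most 21588406 against at least 21654444), and fewer reads leave fewer genes past the threshold, which argues against more reads as the cause of the order. With every library thinned to the smallest total, a test that for this reason could only keep or widen the order and decides nothing about depth, the lowest PROTAC count was 8097 and the highest kinase inhibitor count 5391. With GC content and length trends removed these counts were 8891 and 6340, and with library totals alone they were 8984 and 6409. The last 2 pairs of counts argue against GC content, gene length and scaling as the whole cause of the order. Drug class, dose and the other properties of each compound were not varied separately and stay open.

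The 3 PROTACs differed in their effect on *Met*, with a log2 fold change of −0.88 for PROTAC FAK Degrader 1 against GSK215 and BSJ-04-146 (standard error 0.032, edgeR adjusted p = 6.9e-25, range over 7 alternatives 3.9e-142 to 3.0e-23). All 3 PROTAC FAK Degrader 1 libraries lay below all 6 libraries of the other PROTACs. Over the 7 alternatives the difference ranged from −0.92 to −0.85. PROTAC FAK Degrader 1 was used at 1 μM and the others at 0.1 μM, so dose and compound were not separable.

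The HIF list of 17 genes was higher with PROTAC FAK Degrader 1 (median log2 fold change 0.47, 13 of 17 genes higher) and lower with GSK215 (−0.80, 1 of 17 higher) and BSJ-04-146 (−0.65, 1 of 17 higher). The median difference was 1.19, with all 17 genes higher for PROTAC FAK Degrader 1 than for the mean of the other 2 (fry p adjusted over 5 lists = 5.5e-20). It was 1.20 with libraries thinned, 1.16 with GC content and length trends removed and 1.16 with library totals alone, which argues against these as the cause. The difference may reflect the compounds or their doses, and neither was tested separately.

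*Sox10* was lower with PROTAC FAK Degrader 1 (log2 fold change −0.73, edgeR adjusted p = 1.2e-09) and higher with GSK215 (2.28, edgeR adjusted p = 5.3e-28) and BSJ-04-146 (2.28, edgeR adjusted p = 5.3e-28), each in 3 of 3 libraries. The difference of PROTAC FAK Degrader 1 from the other 2 was −3.01 (standard error 0.066, edgeR adjusted p = 2.4e-32). It was −3.04 with libraries thinned, −2.94 with GC content and length trends removed and −3.04 with library totals alone. Depth, GC content, gene length and scaling between libraries are thus unlikely as its cause. Compound and dose stay open. The kinase inhibitors VS-4718 (1.22), defactinib (0.56) and GSK2256098 (0.46) also raised *Sox10*, and ifebemtinib (0.17, edgeR adjusted p = 0.132) was not past the threshold.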

How the results depend on the processing

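With libraries thinned, with GC content and length trends removed, with separate DMSO libraries, without PROTAC FAK Degrader 1 and in the comparisons of GSK215 with VS-4718 and ifebemtinib, the choice was made after seeing the data. The cause of a change was not tested unless stated. TMM and library totals differ in level: the median log2 fold change of all genes was 0.021 for GSK215 and 0.018 for BSJ-04-146 with TMM and 0.14 and 0.13 with library totals alone. Relative to these medians, the *Met* decreases with GSK215 and BSJ-04-146 changed little, and the smaller decreases under library totals follow from that shift.

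*Met* kept its direction against DMSO for every drug under every alternative run. It stayed past the threshold for VS-4718, ifebemtinib and the 3 PROTACs and stayed short of it for defactinib. GSK2256098 lost its call with library totals alone (−0.091, edgeR adjusted p = 0.0635, range over 9 alternatives 0.00239 to 0.0635) and in 3 of the 6 fits that each left out 1 replicate, over which its log2 fold change ran from −0.12 to −0.082. GSK215 against VS-4718 lost its call with library totals alone (−0.0068), with GC content and length trends removed (−0.053, edgeR adjusted p = 0.101) and in the fits without VS-4718 replicate 2, VS-4718 replicate 3, GSK215 replicate 2 or GSK215 replicate 3 (edgeR adjusted p 0.0863, 0.0999, 0.186 and 0.203). Over the 9 fits that each left out 1 replicate it ran from −0.12 to −0.060. GSK215 against ifebemtinib lost its call with library totals alone (−0.0024).

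The numbers of genes past the threshold moved by over 1.5 times with a minimum change of 2-fold, to 94 for defactinib, 331 for VS-4718, 34 for GSK2256098, 28 for ifebemtinib, 2301 for PROTAC FAK Degrader 1, 1144 for GSK215, 1178 for BSJ-04-146 and 583 for PROTACs against kinase inhibitors, since fewer genes meet both limits. Of the genes with at least this change, those higher and lower were 62 and 32 for defactinib, 151 and 180 for VS-4718, 22 and 12 for GSK2256098, 19 and 9 for ifebemtinib, 1292 and 1009 for PROTAC FAK Degrader 1, 914 and 230 for GSK215, 926 and 252 for BSJ-04-146 and 480 and 103 for PROTACs against kinase inhibitors. Without this minimum, they moved as much for GSK2256098 (from 1298 to 1622 genes across the 6 fits that each left out 1 replicate, the lowest without GSK2256098 replicate 3) and for ifebemtinib (from 1380 to 1824, the lowest without DMSO replicate 2, and 1395 without ifebemtinib replicate 3). With library totals alone the split of higher against lower genes was 2063 to 1360 for defactinib (1828 to 1766 with TMM), 4015 to 2394 for VS-4718 (3273 to 3030), 1242 to 808 for GSK2256098 (1022 to 979), 1197 to 959 for ifebemtinib (1035 to 1101), 6280 to 4458 for PROTAC FAK Degrader 1 (5484 to 5257), 6190 to 2867 for GSK215 (4407 to 4379), 6018 to 2966 for BSJ-04-146 (4451 to 4320) and 7094 to 3808 for PROTACs against kinase inhibitors (5456 to 5241).

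Among single genes, 31 of 119 results changed. All 44 changes of direction were of results that were not past the threshold with TMM. Without a filter on low counts, the values were −0.0012 for *Nf2* with defactinib, 0.00026 for *Nf2* with ifebemtinib and −0.0047 for *Nod2* with GSK215. With libraries thinned, the values were −0.0056 for *Nf2* with defactinib, 0.24 for *Lgals2* with defactinib, −0.0022 for *Cd68* with GSK2256098, 0.18 for *Lgals2* with GSK2256098 and 0.014 for *Lgals2* with BSJ-04-146. With GC content and length trends removed, the values were −0.0096 for *Nf2* with defactinib, 0.063 for *Lgals2* with defactinib, −0.0078 for *Nf2* with VS-4718, 0.012 for *Pcna* with GSK2256098, −0.0079 for *Nf2* with GSK2256098, −0.049 for *Cd68* with ifebemtinib and −0.029 for *Nod2* with GSK215. With library totals alone, the values were 0.0052 for *Nf2* with ifebemtinib and 0.058 for *Nf2* with PROTAC FAK Degrader 1. Across the fits that each left out 1 replicate the values ran from −0.011 to 0.014 for *Nf2* with defactinib, −0.27 to 0.14 for *Lgals2* with defactinib, −0.56 to 0.12 for *Nod2* with VS-4718, −0.44 to 0.30 for *Nod2* with GSK2256098, −0.0012 to 0.051 for *Nf2* with GSK2256098, −0.026 to 0.10 for *Cd68* with GSK2256098, −0.019 to 0.011 for *Nf2* with ifebemtinib, −0.068 to 0.061 for *Cd68* with ifebemtinib, −0.43 to 0.35 for *Lgals2* with ifebemtinib, −0.15 to 0.39 for *Nod2* with GSK215, −0.53 to 0.12 for *Nod2* with BSJ-04-146 and −0.50 to 0.14 for *Lgals2* with BSJ-04-146. Another 36 changes were of calls alone, 27 lost and 9 gained. Nothing is concluded about the direction of these genes.

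Of the 36 list results, 12 changed. The direction of the NF-kB test with GSK215 was lost with library totals alone (median 0.080, fry adjusted p = 0.978, against −0.042 and 1.6e-06 with TMM), and the median of YAP and TEAD with GSK215 became 0.054 while its test stayed lower but short of the threshold (fry adjusted p = 0.0894). The direction of the test also changed for lists that were not past the threshold. With library totals alone, it changed for ERK output with defactinib (median 0.046). With GC content and length trends removed, it changed for ERK output with defactinib (median 0.027), NF-kB with VS-4718 (median 0.095) and NF-kB with GSK2256098 (median 0.026). With camera, it changed for NF-kB with VS-4718 (median 0.088) and NF-kB with GSK2256098 (median 0.017). With libraries thinned, it changed for NF-kB with VS-4718 (median 0.069) and NF-kB with GSK2256098 (median 0.043). Over the fits that each left out 1 replicate, in some of which the direction of the test changed, the medians ran from 0.0062 to 0.029 for ERK output with defactinib, 0.022 to 0.069 for YAP and TEAD with defactinib, 0.037 to 0.15 for NF-kB with VS-4718 and 0.0096 to 0.089 for NF-kB with GSK2256098. For ERK output with defactinib (median 0.028, test lower) and YAP and TEAD with VS-4718 (median −0.046, test higher), the test and the median already differ in direction. Another 20 changes were of calls alone, 14 lost and 6 gained. Calls were gained with library totals alone for YAP and TEAD with VS-4718 (higher), NF-kB with VS-4718 and NF-kB with ifebemtinib, with libraries thinned for cell cycle with GSK2256098, and without DMSO replicate 2 or ifebemtinib replicate 1 for NF-kB with ifebemtinib. ERK output with ifebemtinib lost its call with camera, with libraries thinned, with GC content and length trends removed and in 5 of 6 fits that each left out 1 replicate. The median of NF-kB with GSK215 ran from −0.13 to 0.074 over the 6 such fits, in all of which its test stayed lower and past the threshold. That of YAP and TEAD with BSJ-04-146 ran from −0.13 to −0.076 and stayed past it too. Of 27 lists past the threshold with fry, 22 were past it with camera, and the others were ERK output with ifebemtinib and PROTAC FAK Degrader 1, YAP and TEAD with GSK215, and NF-kB with GSK215 and BSJ-04-146.

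Correlations of drug responses were lower with separate DMSO libraries for all 21 pairs, where group means of log2 CPM also replaced fold changes from the model, so that the change is not of the controls alone. With separate DMSO libraries they were 0.22 for defactinib and VS-4718, 0.13 for defactinib and GSK2256098, −0.047 for defactinib and ifebemtinib, −0.053 for defactinib and PROTAC FAK Degrader 1, 0.32 for defactinib and GSK215, 0.26 for defactinib and BSJ-04-146, 0.24 for VS-4718 and GSK2256098, 0.011 for VS-4718 and ifebemtinib, −0.0012 for VS-4718 and PROTAC FAK Degrader 1, 0.44 for VS-4718 and GSK215, 0.43 for VS-4718 and BSJ-04-146, 0.0016 for GSK2256098 and ifebemtinib, −0.047 for GSK2256098 and PROTAC FAK Degrader 1, 0.27 for GSK2256098 and GSK215, 0.26 for GSK2256098 and BSJ-04-146, 0.25 for ifebemtinib and PROTAC FAK Degrader 1, 0.056 for ifebemtinib and GSK215, 0.12 for ifebemtinib and BSJ-04-146, 0.20 for PROTAC FAK Degrader 1 and GSK215, 0.26 for PROTAC FAK Degrader 1 and BSJ-04-146 and 0.73 for GSK215 and BSJ-04-146, the 4 negative ones having been positive with shared libraries. The other values that moved by more than the spread between replicates were, over the genes past the threshold for at least 1 drug, 0.62 for defactinib and GSK215, 0.68 for VS-4718 and GSK215, 0.66 for VS-4718 and BSJ-04-146, 0.55 for GSK2256098 and GSK215, 0.52 for GSK2256098 and BSJ-04-146, 0.39 for ifebemtinib and GSK215, 0.26 for PROTAC FAK Degrader 1 and GSK215, 0.32 for PROTAC FAK Degrader 1 and BSJ-04-146 and 0.90 for GSK215 and BSJ-04-146, with libraries thinned, 0.48 for defactinib and ifebemtinib, 0.67 for VS-4718 and GSK215 and 0.89 for GSK215 and BSJ-04-146, and with GC content and length trends removed, 0.23 for PROTAC FAK Degrader 1 and GSK215. Across the 3 fits that each left out a DMSO replicate, they ran from 0.56 to 0.66 for defactinib and VS-4718, 0.51 to 0.53 for defactinib and GSK2256098, 0.43 to 0.59 for defactinib and ifebemtinib, 0.11 to 0.17 for defactinib and PROTAC FAK Degrader 1, 0.58 to 0.63 for defactinib and GSK215, 0.52 to 0.57 for defactinib and BSJ-04-146, 0.53 to 0.56 for VS-4718 and GSK2256098, 0.39 to 0.54 for VS-4718 and ifebemtinib, 0.12 to 0.16 for VS-4718 and PROTAC FAK Degrader 1, 0.64 to 0.68 for VS-4718 and GSK215, 0.62 to 0.66 for VS-4718 and BSJ-04-146, 0.41 to 0.44 for GSK2256098 and ifebemtinib, 0.16 to 0.31 for GSK2256098 and PROTAC FAK Degrader 1, 0.36 to 0.44 for ifebemtinib and PROTAC FAK Degrader 1, 0.34 to 0.44 for ifebemtinib and GSK215, 0.38 to 0.47 for ifebemtinib and BSJ-04-146, 0.27 to 0.31 for PROTAC FAK Degrader 1 and GSK215 and 0.33 to 0.35 for PROTAC FAK Degrader 1 and BSJ-04-146.

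Replicate numbers do not pair the libraries. Deviations from group means correlated by −0.017 on average over the 84 pairs with the same number, 18 of them over 0.1. Over 168 pairs with other numbers the average was 0.0087, with 44 over 0.1. Deviations cancel within a group, so the latter average largely follows from the former. Single pairs with other numbers ran from −0.42 to 0.52, so noise shared by some libraries of different groups is not excluded. With the replicate number as a block, 1 of 177 results changed, ERK output with ifebemtinib (median 0.045, fry adjusted p = 0.0557), and 176 did not.

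Depth limits what can be said of 11 genes named beforehand, among them *Hgf*, *Il6* and *Nlrp3*, with at most 8 counts in any library.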

Differences from the paper's values

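The paper's text gives no number for *Met* in these libraries. It states that *Met* decreased with the PROTACs and not with the kinase inhibitors (fig. S7A). In edgeR's quasi-likelihood test, *Met* was also past the threshold and lower than with DMSO for 3 of the 4 kinase inhibitors, VS-4718 (log2 fold change −0.25, adjusted p = 4.2e-08), ifebemtinib (−0.23, adjusted p = 5.4e-06) and GSK2256098 (−0.10, adjusted p = 0.0285), in 3 of 3 libraries each, and not past it for defactinib (−0.055, adjusted p = 0.250). None of the settings run left the PROTACs alone past the threshold. With library totals alone, and without DMSO replicate 1, DMSO replicate 3 or GSK2256098 replicate 1, GSK2256098 was not past it, while VS-4718 and ifebemtinib were. The exact permutation test of 3 libraries against 3 cannot reach 0.05 for any of the 7 drugs. The order of the classes is as the paper gives it, since *Met* was lower with the PROTACs than with the kinase inhibitors (−0.62, adjusted p = 2.6e-27). The paper names GraphPad Prism and refers to figure legends for each test, and the legend of fig. S7A was not used here.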

Other observations

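The test of PROTAC FAK Degrader 1 alone, the use of library totals alone to test scaling between libraries and the test of the small RNA genes were chosen only after the results were seen.

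*Met* was lower with PROTACs than with kinase inhibitors by a log2 difference of −0.62 with libraries thinned to the smallest total, −0.57 with GC content and length trends removed and −0.53 with library totals alone, each past the threshold. For GSK215 and BSJ-04-146 without PROTAC FAK Degrader 1 it was −0.32, a comparison tested over libraries and not over drugs. For the compounds used, these values argue against depth, GC content and length, scaling, or PROTAC FAK Degrader 1 alone as the whole cause. For VS-4718 against DMSO, the log2 fold change of *Met* was −0.26 with libraries thinned, −0.25 with the trends removed and −0.21 with library totals alone. For ifebemtinib, these values were −0.23, −0.17 and −0.22. For GSK2256098, they were −0.13 and −0.088, both past the threshold, and −0.091 with library totals alone, where the call was lost. That value moved by less than its standard error of 0.032. The median log2 fold change of all genes with GSK2256098 rose alongside, from 0.0026 with TMM to 0.015 with library totals alone. Relative to these medians *Met* changed little, so the lost call cannot tell whether scaling explains the decrease. The call itself depends on the scaling chosen. Kinase inhibition, FAK loss and other targets of the compounds were not separable in this design.

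Sets of genes moved as follows, as median log2 fold changes. ERK output (9 of 10 genes tested) was −0.51 with VS-4718, −0.40 with GSK215, −0.33 with BSJ-04-146, −0.30 with PROTAC FAK Degrader 1 and −0.11 with GSK2256098, each past the threshold and lower in the fry test, and 0.028 with defactinib (fry adjusted p = 0.911). With ifebemtinib it was 0.045 (higher, fry adjusted p = 0.0466, range over 6 alternatives 0.0101 to 0.435), a call that was lost in 4 of these alternatives and in 5 of the 6 fits that each left out 1 replicate, so no change is concluded. With PROTAC FAK Degrader 1 the call was lost with camera (camera adjusted p = 0.167). With BSJ-04-146 the median ran from −0.44 to −0.21 over the fits that each left out 1 replicate, the highest without BSJ-04-146 replicate 2, so its place in this order is not settled. The paper reports higher phospho-ERK in nerves of VS-4718–treated mice, and these values are for MS03 cells at 24 hours. YAP and TEAD (20 of 22 genes) was past the threshold and lower with PROTAC FAK Degrader 1 (−0.42), BSJ-04-146 (−0.12), GSK215 (−0.068) and ifebemtinib (−0.052), and not with VS-4718 (−0.046), GSK2256098 (0.038) or defactinib (0.037). With BSJ-04-146 and GSK215, 8 of 20 genes were higher, and the medians ran from −0.14 to −0.0085 and from −0.12 to 0.054 over 6 alternatives, so the size of these 2 changes is uncertain. The call for GSK215 was also lost with camera and with library totals alone, so a lower YAP and TEAD list is not settled for GSK215. NF-kB (12 of 18 genes) was past the threshold and lower with PROTAC FAK Degrader 1 (−0.29), BSJ-04-146 (−0.18), defactinib (−0.13) and GSK215 (−0.042, 6 of 12 genes higher), and not with VS-4718 (0.088), ifebemtinib (0.079) or GSK2256098 (0.017). The calls for BSJ-04-146 and GSK215 were lost with camera (camera adjusted p = 0.169 and 0.371), that for GSK215 also with library totals alone, and the medians ran from −0.23 to 0.069 and from −0.053 to 0.12 over 6 alternatives, so that a lower NF-kB list is clear of these changes only for PROTAC FAK Degrader 1 and defactinib. HIF (17 of 17 genes) was past the threshold with each drug, higher with ifebemtinib (0.36) and lower with VS-4718 (−0.56), GSK2256098 (−0.24) and defactinib (−0.16). Cell cycle (20 of 20 genes) was past the threshold and lower with PROTAC FAK Degrader 1 (−0.80), GSK215 (−0.33), BSJ-04-146 (−0.27), VS-4718 (−0.12), defactinib (−0.12) and ifebemtinib (−0.031), and not with GSK2256098 (−0.017). Of its genes, 3 of 20 were higher with defactinib and 2 of 20 with VS-4718. *Mki67* was 0.11 with defactinib and −0.19 with VS-4718, and *Pcna* −0.13 and 0.11, each past the threshold. The *Mki67* call with defactinib held in 3 of the 6 fits that each left out 1 replicate, and the *Pcna* call with defactinib was lost with GC content and length trends removed. In all, 27 of 35 tests were past the threshold, 3 higher and 24 lower. Fry does not compare a list with the other genes, of which many also changed (10741 of 16070 past the threshold with PROTAC FAK Degrader 1). A fry call alone therefore does not show a response specific to a list. With library totals alone there were 28, 6 higher and 22 lower, and with camera 22, 2 higher and 20 lower.

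Of the 24 genes named beforehand and reported, 13 were tested. Over all genes, 7 were past the threshold with defactinib, 9 with VS-4718, 5 with GSK2256098, 3 with ifebemtinib, 9 with PROTAC FAK Degrader 1, 11 with GSK215 and 11 with BSJ-04-146, and the counts adjusted over the list alone were 7, 9, 5, 3, 9, 11 and 11. *Ptk2*, which encodes FAK, had log2 fold changes of −0.29 with GSK215, −0.26 with BSJ-04-146, −0.18 with VS-4718, −0.14 with defactinib and −0.13 with GSK2256098, each past the threshold. The call with GSK2256098 was lost with libraries thinned (edgeR adjusted p = 0.0810), without DMSO replicate 3 (edgeR adjusted p = 0.0590) and without GSK2256098 replicate 2 (edgeR adjusted p = 0.0755). *Ptk2* was not past the threshold with ifebemtinib (−0.072) or PROTAC FAK Degrader 1 (0.034), but with library totals alone it was higher with PROTAC FAK Degrader 1 and past it (0.12, edgeR adjusted p = 0.00400, range over 7 alternatives 0.00400 to 0.629). FAK protein was not measured here.

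By the rule for named genes, the largest increases were those of *Plxnb3* (1.46) and *Prelp* (1.26) with defactinib, *Ngfr* (1.76) and *Plxnb3* (1.65) with VS-4718, *Aldh3a1* (1.52) and *Plxnb3* (1.14) with GSK2256098, *Ndrg1* (0.93) and *Car9* (0.78) with ifebemtinib, *Angptl6* (3.96) and *Ddit3* (3.59) with PROTAC FAK Degrader 1, *Angptl4* (4.13) and *Plxnb3* (3.69) with GSK215 and *Angptl4* (4.34) and *Plxnb3* (3.59) with BSJ-04-146. The largest decreases were those of *Siglecg* (−0.90) and *Atf3* (−0.79) with defactinib, *Chac1* (−2.83) and *Trib3* (−2.61) with VS-4718, *Slc7a11* (−1.10) and *Chac1* (−1.02) with GSK2256098, *mt-Tf* (−0.63) and *Lcat* (−0.49) with ifebemtinib, *Prl2c2* (−3.32, uncertain as a member of a paralog family) and *Atp6v0a4* (−3.24) with PROTAC FAK Degrader 1, and *Chac1* (−3.07 and −2.90) and *Slc7a11* (−2.75 and −2.57) with GSK215 and BSJ-04-146. The call of *Lcat* was lost with libraries thinned and without DMSO replicate 2, DMSO replicate 3 or ifebemtinib replicate 2 (edgeR adjusted p = 0.0686, 0.0870, 0.0876 and 0.0899). Between PROTACs and kinase inhibitors, *Xdh* (2.59), *Trp53inp1* (2.45) and *Mxd4* (2.36) were highest and *Atp6v0a4* (−1.89), *Tfrc* (−1.27) and *Hivep3* (−1.20) lowest.

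Across genes, which are not independent replicates, log2 fold changes of 2 drugs correlated by 0.053 (defactinib and PROTAC FAK Degrader 1) to 0.87 (GSK215 and BSJ-04-146) over 21 pairs. In 20 simulations with all 8 groups drawn from the DMSO means, the correlation was 0.38 to 0.53 (median 0.47), and 6 of the 21 observed pairs lay above that range, 8 below it and 13 below its median. That range holds where no drug has an effect and the shared DMSO libraries alone correlate the fold changes. Real changes alter this share, so a value below the range does not show responses less alike than without an effect. The genes used include the 7 small RNA genes described below, with log2 fold changes down to −10.9. GSK2256098 and ifebemtinib correlated by 0.30, below that range. Over the 3 fits that each left out a DMSO replicate they ran from 0.41 to 0.44. The range was simulated with 3 DMSO libraries, so it does not apply to these fits with 2. No matching range was simulated for them, so this tally is not settled. The VS-4718 response correlated with those of GSK215 (0.65) and BSJ-04-146 (0.64), and the PROTAC FAK Degrader 1 response by 0.25 and 0.30. These PROTAC FAK Degrader 1 values lay under the simulated range, which does not show that no response is shared. They stayed positive with separate DMSO libraries (0.20 and 0.26). With separate DMSO libraries the lower VS-4718 value was 0.43 and the higher PROTAC FAK Degrader 1 value 0.26, and with GC content and length trends removed they were 0.63 and 0.29, which argues against shared libraries or these trends as the cause of the order, although the values with separate libraries are also of another measure. The order may follow from compound, dose or the pathways reached, none of which was varied separately. Among genes past the threshold with both drugs, 31.5% changed in opposite directions for PROTAC FAK Degrader 1 and GSK215 (2126 of 6753), 26.5% for PROTAC FAK Degrader 1 and BSJ-04-146 (1810 of 6821) and 1.32% for GSK215 and BSJ-04-146 (92 of 6976). Over the 21 pairs this share ran from 1.32% to 67.7%, the highest for defactinib and ifebemtinib. For VS-4718 it was 10.3% with GSK215, 10.6% with BSJ-04-146 and 46.4% with PROTAC FAK Degrader 1.

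A group of 7 small RNA genes, among them *Rny3*, *Rn7s1* and *Rn7s2*, chosen after their values were seen, had 87 to 1023 counts in 3 libraries, DMSO replicate 2, GSK2256098 replicate 1 and PROTAC FAK Degrader 1 replicate 3, and at most 5 counts in each of the other 21. These genes account for 26 of the calls against DMSO. The other replicates of the 3 groups had at most 2 counts, which argues against the treatments as the cause. A difference in how these libraries were prepared is a candidate explanation that the labels do not document and that was not tested.

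Libraries of a group also differed in their trend with GC content, with correlations of their deviations from the group mean with GC content of −0.61 to 0.56 across libraries and −0.14 to 0.16 among DMSO libraries. The share of counts on mitochondrial genes was 3.03% to 3.06% with DMSO, 1.85% to 1.89% with PROTAC FAK Degrader 1, 3.83% to 4.25% with GSK215, 3.34% to 4.10% with BSJ-04-146, 3.42% to 3.89% with defactinib, 3.01% to 3.14% with VS-4718, 3.22% to 3.35% with GSK2256098 and 2.62% to 2.80% with ifebemtinib. No explanation was tested for either.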
